# Gene Amplification of Mediator Subunit 30 Redirects the MYC Transcriptional Program and Oncogenesis

**DOI:** 10.21203/rs.3.rs-4326418/v1

**Published:** 2024-05-06

**Authors:** Chunyu Jin, Linjie Zhao, Guofeng Zhao, Yujia Liu, Wubin Ma, Shenghong Ma, Likun Yao, Yuan Liu, Qiulian Wu, Huairui Yuan, Kailin Yang, Kenneth Ohgi, Jeremy N. Rich, Michael G. Rosenfeld

## Abstract

Understanding the molecular mechanisms underlying tumorigenesis is crucial for developing effective cancer therapies. Here, we investigate the co-amplification of MED30 and MYC across diverse cancer types and its impact on oncogenic transcriptional programs. Transcriptional profiling of MYC and MED30 single or both overexpression/amplification revealed the over amount of MED30 lead MYC to a new transcriptional program that associate with poor prognosis. Mechanistically, MED30 overexpression/amplification recruits other Mediator components and binding of MYC to a small subset of novel genomic regulatory sites, changing the epigenetic marks and inducing the formation of new enhancers, which drive the expression of target genes crucial for cancer progression. In vivo studies in pancreatic ductal adenocarcinoma (PDAC) further validate the oncogenic potential of MED30, as its overexpression promotes tumor growth and can be attenuated by knockdown of MYC. Using another cancer type as an example, MED30 knockdown reduces tumor growth particularly in MYC high-expressed glioblastoma (GBM) cell lines. Overall, our study elucidates the critical role of MED30 overexpression in orchestrating oncogenic transcriptional programs and highlights its potential as a therapeutic target for MYC-amplified cancer.

## Introduction

Genome-wide sequencing have accumulated large amount of data on genetic variations in human disease, including cancers, which are driven by the simultaneous dysregulation of multiple genes [1–3]. The *MYC* gene, which encodes the transcription factor c-Myc, is the most frequently amplified oncogene driver in human cancers, and its elevated expression correlates with tumor aggression and poor clinical outcome The oncogenic effects of MYC depend on the transcription activity in which it binds to E-box sites as a heterodimer with MAX [4], and to serve as a global “transcription amplifier” for existing transcribed target genes, underlying the mechanism for rapid proliferation in cancer cells [5, 6]. However, despite considerable study on the actions of *MYC* overexpression with respect to tumor aggressiveness, it is not yet clear which transcriptional machinery/co-factors are involved in its recruitment and the basis through which elevated *MYC* activity reprograms cells to the cancer state. Moreover, MYC has been challenging to design drug, so targeted therapeutics designed to disrupt its transcriptional activity provide alternative approaches to target MYC function [7, 8]. Therefore, the identification of key factors that facilitate elevated MYC transcriptional activity will provide mechanistic insight and may inform therapeutic strategies.

Mediator (MED) is a 30-subunit complex that plays a central role in transcription regulation, in part by integrating regulatory signals from transcriptional factors to RNA polymerase II (Pol II)[9–15]. The MED complex regulates gene expression at multiple stages of transcription, from promoting assembly of the preinitiation complex (PIC) to facilitating efficient entry into elongation or promoter escape [9, 11, 16–19]. The complex contains three main integral modules; referred to as Head, Middle and Tail, and a dissociable Kinase module (CDK8, CycC, MED12 and MED13)[20]. The kinase module has been associated primarily with repressive functions but has also been implicated in activation of transcription (reviewed in [19]). The critical role of Mediator complex in transcriptional regulation and the observation that MED30 is amplified or overexpressed in ~ 70% of cancers exhibiting *MYC* amplification led us to explore its potential roles of MED30 in the MYC activation program. We then explored the potential synergistic effect of MED30 and MYC in augmenting transcription and shaping the oncogenic state. We investigated the influence of *MED30* gain-of-function and loss-of-function on tumor growth in pancreatic cancer and glioblastoma (GBM) and the underlying molecular mechanisms.

## Results

### MED30 and MYC co-amplification across various cancer types

Gene mutation, amplification, deletion and translocation are amongst the genetic events that can cause tumorigenesis. To implicate key factors that might lead to augmented transcriptional states linked to cancer, we investigated the potential role of altered expression of specific MED components in various cancer types. *In silico* interrogation of cBioportal cancer genomics database (https://www.cbioportal.org) with of approximately ten thousand cancer patients diagnosed with tens of cancer types revealed the majority of *MED* component variants represented gene amplification events. The high amplification rate of *MED* subunits may indicate gain-of-function effects of specific *MED* subunits contributing to oncogenesis. Although the frequency of *MED* genetic alterations varied among cancer types, alterations in MED components were relatively similar across cancer types, suggesting conserved roles of the MED complex in tumorigenesis. To interrogate the loss or gain of MED gene copies in pan-cancer, we examined the amplification and deletion frequency for each MED subunit gene in another database (GSCA) in all cancer types. The results overall consistent with observations in cBioportal, revealing that *MED30*, a gene coding for a 178 amino acid small Mediator subunit, exhibited the highest degree of amplification across the majority, if not all, cancer types with an amplification rate of > 10% in half of all cancer types. In contrast, *MED30* deletion frequency was the lowest among MED components (Fig. 1A).

The *MED30* gene locus is located in chromosome 8q24, the most commonly amplified region across multiple cancer types [21]. This locus contains numerous other genes and susceptible genetic variants associated with cancer prognosis, of which the most prominent is *MYC* [22, 23]. The *MED30* gene is ~ 10 Mb upstream from the *MYC* locus in 8q24. The short distance is likely to account for the frequent co-amplification (Fig. 1B). To explore how wide-spread of the co-amplification occurs, we looked into all types of cancer, and observed an average of 70% MED30 and MYC co-amplification in MYC amplified cases across all cancer types (Fig. 1C). Among all variations of these two genes in multiple cancer types, co-amplification was the dominant alteration, whereas deletion was rare (Figs. 1D and S1A, S1B). Consistent with the gene copy number’s correlation, MED30 and MYC gene expression level were also correlated in single cell level, revealed by 52,609 single cell RNA-seq in colorectal tumors and adjacent non-malignant colon tissue [24] (Fig. 1E). Further, *MED30* expression was higher in tumor vs. normal cells in many cancer types (Figure S1F). Collectively, genetic and gene expression data indicate that MED30 is significantly co-amplified with MYC and correlated in expression level.

### Med30 overexpression shifts the Myc transcriptional program.

Pancreatic ductal adenocarcinoma (PDAC) is a genetic disease driven by gene alterations, such as KRAS mutation, CDKN2A, TP53 and SMAD4 inactivation, as well as GATA6 and MYC amplification[25]. MYC amplification promotes pancreatic cancer progression by transcription factor activity that alters the expression of target genes involved in metabolism, hypoxia, and proliferation, and is correlated with poor outcome[26]. MYC is also a major driver for PDAC heterogeneity, in which the metastatic progression was associated with activation of MYC signaling pathways and enrichment for MYC amplifications specifically in metastatic patients[27]. Given the mortality and critical function of MYC amplification in PDAC, we chose to study cooperative action of MYC and MED30 in PDAC.

To examine the transcription regulation for Myc or MED30 single amplification versus MYC&MED30 co-amplification, we performed Precision run-on sequencing (PRO-seq) experiments in MYC-only overexpression, MED30-only overexpression and MYC&MED30 both overexpression Mia PaCa-2 cells versus non-overexpression control respectively, by Tet-on induced MYC(HAtagged), MED30 and MYC&MED30 expression plasmids integrated stable cell lines. 

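Precision run-on sequencing maps RNA polymerases that are engaged in transcription, by sequencing the RNA they extend in isolated nuclei. The data were 12 libraries of Mia PaCa-2, a pancreatic carcinoma cell line, from 3 lines carrying MED30, MYC or both under Dox control. Each line was sequenced with and without Dox (0.5 μg/ml), which gave 6 groups of 2 replicates. The methods give 1 day of induction and the text of the results gives 2 days. The authors trimmed the reads with Trim Galore, mapped them to hg38 with Bowtie2 and counted them over whole genes on the sense strand with featureCounts 2.0.3. Their test was DESeq2 2.11.40.8. The replicates are not stated to come from separate cultures, so p-values measure only the spread between these samples, which may be technical.
The 8 libraries labelled MYC and MYC&MED30 held raw counts. The controls labelled MYC held 26473126 and 24731889 counts and the overexpression libraries 25122377 and 29881914. In MYC&MED30, the controls held 26454618 and 1257499 counts and the overexpression libraries 20616713 and 27601388, so that control 2 was by far the shallowest library. The 4 libraries labelled MED30 summed to 6379143 and 6434394 for the controls and 6481883 and 6519353 for overexpression. Their values were whole numbers, but the control replicates differed by less than the sampling noise of counts (chi-square of 0.618 per gene), and the values of each library stood in a nearly fixed ratio (0.244 to 0.291) to the counts of a library labelled MYC. They were therefore treated as scaled values, not as counts, and their sequencing depth is unknown.
The raw counts were tested with edgeR's quasi-likelihood test in one fit of 4 groups, over 19318 genes. The MED30 values were tested with limma on log2(value + 1), over 14780 genes with a value of at least 10 in at least 2 libraries, so their fold changes are understated for low genes. Both used TMM scaling, levels are given as CPM (for MED30, from the scaled values), and a gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg). Gene lists were tested with camera, which asks whether the genes of a list moved more than other genes. Camera's p below takes a preset correlation of 0.01 between genes. No list's call held when this correlation was estimated from the libraries, and that p is given with the calls. A call lost in this way does not show that correlation between genes accounts for it. For interferon response in MED30, the estimate was 0.00649, below the preset value, yet camera's adjusted p went from 1.73e-17 to 0.259. The difference between the MYC&MED30 response and that of the libraries labelled MYC was tested in the same edgeR fit. The MED30 values were scaled apart from the rest, so no such test was made with them. No spike-in was used here, so that values are changes relative to other genes. With library size alone in place of TMM, the median of all genes moved up by 0.148 in the libraries labelled MYC and by 0.121 in MED30.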

0.5 μg /ml Doxycycline successfully induce MYC, MED30 or MYC&MED30 overexpression (Figs. 2A and S2A), which mimic the physiological single and co-amplification situation states. 

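MED30, a subunit of the Mediator complex, rose in all 3 comparisons, including that of the libraries labelled MYC. MYC, the transcription factor, rose in MYC&MED30 and fell in the libraries labelled MYC and in those labelled MED30. MYC lies on chromosome 8 of GRCh38 from 127735434 to 127742951 and MED30 on the same chromosome from 117520713 to 117540262, both on the plus strand. In MYC&MED30, MYC went from 289.7 ± 14.6 to 641 ± 25.9 CPM with Dox (SD, n = 2 libraries each), a log2 fold change of 1.16 (standard error 0.10, edgeR adjusted p = 1.89e-09). Where labelled MYC, it went from 392.5 ± 8.16 to 265.1 ± 5.29 (SD, n = 2 each) and fell by 0.57 on the log2 scale (standard error 0.09, edgeR adjusted p = 7.64e-05). The difference between these changes was 1.72 (edgeR adjusted p = 3.68e-09). MYC fell by 0.56 in the libraries labelled MED30 (standard error 0.06, limma adjusted p = 0.000437).
MED30 rose by 4.78 on the log2 scale in MYC&MED30 (edgeR adjusted p = 1.75e-21), by 4.46 in the libraries labelled MYC (edgeR adjusted p = 1.58e-21) and by 4.45 in those labelled MED30 (limma adjusted p = 1.64e-09). Its level went from 32.51 ± 0.619 to 717.6 ± 138 CPM in the libraries labelled MYC (SD, n = 2 each). The rise did not pass the test of a difference between MYC&MED30 and the libraries labelled MYC (0.32, edgeR adjusted p = 0.45), but did without MYC overexpression 1 (0.54, edgeR adjusted p = 0.037).
The induced MYC gene thus did not show in the libraries labelled MYC, so that a direction drawn from them stands under this doubt about the label. The paper's Figs. 2A and S2A report induction of MYC, and its Fig. 3B reports that MED30 overexpression did not raise MYC protein. The counts do not separate transgene from endogenous transcripts.

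**Figure D1:**
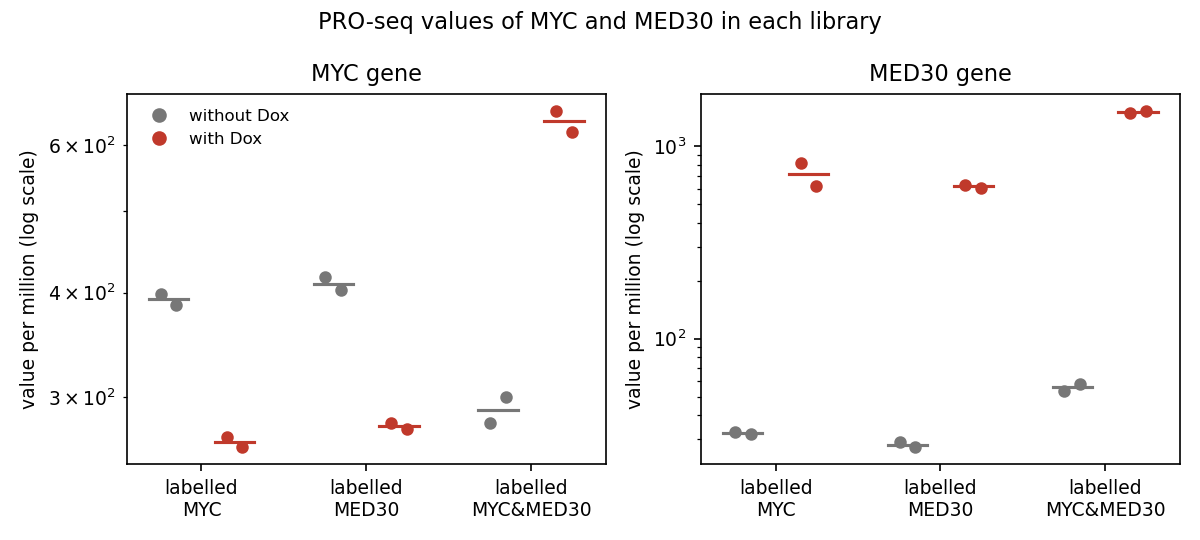
MYC and MED30 in each library, in CPM on a log axis, for the libraries labelled MYC, MED30 and MYC&MED30. Each point is 1 library, grey without Dox and red with Dox, and the bar is the mean of 2. MED30 lies higher with Dox in every comparison, while MYC lies higher with Dox in MYC&MED30 (mean of 641 against 289.7) and lower in the libraries labelled MYC (265.1 against 392.5).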

Two-day induction resulted in upregulation of 209 genes for Myc overexpression, 587 genes for MED30 overexpression and 360 genes for MYC&MED30 overexpression (log2FC > 0.35, p < 0.05) and downregulation of 248 genes for MYC overexpression, 755 genes for MED30 overexpression and 432 genes for MYC&MED30 overexpression (log2FC<−0.35, p < 0.05) (Fig. 2A). 

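IL23R, a subunit of the interleukin-23 receptor, had the largest rise of the genes named by rule in each comparison, and FAM20C, a Golgi kinase of secreted proteins, and ENOX1, a cell surface NADH oxidase, also rose in each. Rises and falls are ranked here and below only among called genes with a mean log2 CPM above 2. Both overexpression libraries also had to lie beyond both controls. In MYC&MED30, the largest rises after IL23R and MED30 were those of FAM20C (4.60 on the log2 scale), ENOX1 (3.50), TSNAXIP1 (3.48), EVA1C (2.98), the transcription cofactor DACH1 (2.95) and the kinetochore gene CENPT (2.74). TSNAXIP1 and CENPT overlap on opposite strands, as do ENOX1 and ENOX1-AS2 and EVA1C and TCP10L. The largest falls were those of LINC02657 (-1.56), the calcium channel subunit CACNG4 (-1.44), the keratin KRT80 (-1.37), KIAA1755 (-1.33), BTBD16 (-1.23), ZNF252P-AS1 (-1.22), PTRHD1 (-1.21) and the atypical chemokine receptor ACKR3 (-1.21). Without MYC&MED30 control 1, which leaves the shallow control, the calls of DACH1 (adjusted p = 0.0817), LINC02657 (0.865), CACNG4 (0.479), BTBD16 (0.76), ZNF252P-AS1 (0.0648), PTRHD1 (0.755) and ACKR3 (0.256) were lost, and that of PTRHD1 also without MYC&MED30 overexpression 2 (0.104). DESeq2 on the 4 libraries of the line ended those of ACKR3 (0.136), BTBD16 (0.288) and CACNG4 (0.0774). A fit with the replicate number as a block ended that of PTRHD1 (-0.98, adjusted p = 0.0607).
Among the libraries labelled MYC, ENOX1 (3.49), FAM20C (3.36), GOLGA7 (3.00), which encodes a partner of a RAS palmitoyltransferase, TSNAXIP1 (2.60), CENPT (2.39) and the mitochondrial carrier SLC25A36 (2.31) rose most after IL23R and MED30. PABPC3 (-1.38) and RPL23P8 (-1.29), which may share reads with near-identical genes, TM4SF18 (-1.32), the pseudokinase TRIB2 (-1.30), PMEPA1 (-1.25), an inhibitor of TGF-beta signaling, PEBP4 (-1.18), ARL14EPL (-1.16) and the kinase RIPK4 (-1.12) fell most. The calls of RPL23P8 and ARL14EPL were lost without MYC control 2 (adjusted p = 0.0729 and 0.051), and that of ARL14EPL also without MYC overexpression 2 (adjusted p = 0.288). Those of PABPC3 and ARL14EPL did not hold with edgeR on 4 (adjusted p = 0.0703 and 0.124) or all 12 libraries (0.0713 and 0.0987), or with DESeq2 on 4 (0.439 and 0.537) or all 12 (0.387 and 0.414). With MED30 overexpression, ENOX1 (5.45), FAM20C (3.41), the growth factor IGF2 (3.26), GOLGA7 (3.09), TSNAXIP1 (2.72) and the inflammasome sensor NLRP1 (2.48) rose most besides IL23R and MED30. The call of IGF2 was lost without a filter on low values (adjusted p = 0.0542). CHI3L1 (-1.30), TM4SF18 (-1.29), PEBP4 (-1.25), TRIB2 (-1.25), PMEPA1 (-1.20), CASC8 (-1.11), the zinc-sensing receptor GPR39 (-1.09) and RIPK4 (-1.08) fell most.
At an unadjusted p under 0.05 and a log2 fold change beyond 0.35 or -0.35, 1505 genes were up and 1234 down in the libraries labelled MYC, 1546 up and 956 down in MED30, and 1524 up and 957 down in MYC&MED30. With an adjusted p and the same fold these were 900 and 1007, 926 and 724, and 687 and 556. At an adjusted p alone, 1028 genes rose and 1490 fell in the libraries labelled MYC, 1089 rose and 1275 fell in MED30, and 706 rose and 596 fell in MYC&MED30. With library size alone, the share of calls that rose went from 40.8% to 76.7% in the libraries labelled MYC, from 46.1% to 76.1% in MED30 and from 54.2% to 64.1% in MYC&MED30. With DESeq2 on 4 libraries it was 36.3%, 25.2% and 33.1%, with DESeq2 on all 12 it was 33.8%, 30.2% and 41.2%, and with thinned counts it was 30% in the libraries labelled MYC and 37.7% in MYC&MED30, so that the balance of rises and falls depended on these choices. The calls were 2518 in the libraries labelled MYC, and 880, 778 and 4168 without MYC control 1, control 2 and overexpression 1. In MED30 they were 2364, and 928, 761, 6770 and 4579 without control 1, control 2, overexpression 1 and overexpression 2. In MYC&MED30 they were 1302, and 166 without control 1, 682 and 623 without overexpression 1 and 2, and 2126 and 2410 without MYC overexpression 1 and 2, which share the estimate of the spread. Of the 166, 72.9% rose and 142 were among the 1302. A library left alone in its group was assumed to vary like the other groups. At the study thresholds, leaving out MED30 overexpression 1 gave 1492 genes down in MED30, leaving out MYC overexpression 1 gave 2003 genes down in the libraries labelled MYC, and leaving out MYC&MED30 control 1 gave 495 genes down in MYC&MED30.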

The MYC upregulated genes are enriched in classical MYC target (MYC hallmark gene V1 and V2[28]), validating that induced exogenous MYC works equivalently to endogenous MYC (Fig. 2B). 

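In the libraries labelled MYC overexpression, in which MYC itself fell, the MYC target lists fell. The lists were written out by hand before the data were examined, after the hallmark sets V1 and V2, which were not used here as files. Of 194 tested V1 genes, 1 rose, 54 fell and 139 did not pass edgeR's test (2 rose and 77 fell when adjusted over the list alone). The median log2 fold change was -0.19 (camera adjusted p = 3.98e-14, and adjusted p = 0.42 with an estimated correlation). HSPD1, a mitochondrial chaperonin (-0.71), the translation elongation factor EEF1B2 (-0.68) and LDHA, the enzyme that makes lactate from pyruvate (-0.64), fell, and the 1 gene that rose was CDC20, an activator of the anaphase-promoting complex (0.68, edgeR adjusted p = 4.25e-06). PABPC1, a poly(A)-binding protein, and PGK1, a glycolytic kinase, had log2 fold changes of -0.17 and -0.16 (edgeR adjusted p = 0.249 and 0.32).
Of 56 tested V2 genes, 1 rose, 15 fell and 40 did not pass (1 rose and 19 fell when adjusted over the list alone). TBRG4, a mitochondrial RNA-binding protein (-0.72), and the replicative helicase subunits MCM5 (-0.59) and MCM4 (-0.46) fell. The median of V2 was -0.145 (camera adjusted p = 2.88e-05, and adjusted p = 0.359 with an estimated correlation) and turned to 0.004 with library size alone (camera adjusted p = 0.00297, still lower than other genes). Without the genes shared with V1 or ribosome biogenesis, the median was -0.058 and the call was lost (camera adjusted p = 0.198). At the study thresholds, 1 V1 gene (0.515%) and 1 V2 gene (1.79%) were up, against 7.79% of all tested genes.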

By comparing the regulated target genes in the three groups, we found the MYC&MED30 overexpression-regulated transcription program was distinct from either only MYC or only MED30 overexpression, actually closer to the MED30 overexpression program (Fig. 2B), which means many of the MYC + MED30 regulated genes are also similarly regulated under MED30 overexpression condition, and are less altered in the MYC-alone overexpression, despite the fact that MYC overexpression level was similar in the two groups. These data suggest that MED30 and MYC function synergistically on a subset of target genes.

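Across genes, the MYC&MED30 response correlated to a similar degree with that of the libraries labelled MED30 and that of the libraries labelled MYC. Over the 1847 genes at the study thresholds in MYC&MED30 that were tested in all 3 comparisons, with MYC and MED30 left out, Pearson's r of the log2 fold changes was 0.68 with MED30 and 0.692 with MYC. Spearman's rho was 0.642 and 0.651, and 80.9% and 81.8% of the genes had the same sign. Genes are not independent replicates, so no p is given. The responses of the libraries labelled MED30 and MYC correlated at 0.948 over 13590 genes, and 90.5% had the same sign. The log ratios of replicate 1 to replicate 2 also correlated between these libraries (r of 0.931 in the controls and 0.943 in overexpression), so that the 2 correlations with MYC&MED30 are not independent measures. Over the same genes, r with MYC&MED30 was 0.48 for MED30 and 0.483 for MYC. Over the threshold genes, r with MED30 was the higher without MYC&MED30 control 1 (0.334 and 0.318), MYC control 2 (0.692 and 0.687) or MYC overexpression 2 (0.674 and 0.643), with DESeq2 on the 4 libraries of each line (0.685 and 0.628) or on all 12 (0.529 and 0.509), and without a filter (0.389 and 0.383). The restriction to genes tested in all 3 comparisons was made after a first form had been seen, in which each pair kept its own genes. In that form, r was 0.68 over 1847 genes for MED30 and 0.457 over 2479 genes for MYC, so that the order depended on this choice too.
Of 578 genes that rose in MYC&MED30 and were tested in MED30, 268 also rose there, against 44.3 for independent lists, and 302 of 526 that fell also fell, against 46.7. With the libraries labelled MYC, 286 of 704 rose in both, against 37.4, and 354 of 596 fell in both, against 45.9. The direction was opposite for 9 and 3 genes with MED30, and for 8 and 2 genes with MYC. In the test of MYC&MED30 against the libraries labelled MYC, 138 genes were higher and 69 lower in their change, 207 in all. BIRC3, an inhibitor of apoptosis (1.13, edgeR adjusted p = 1.36e-05), FAM20C (1.24, 2.75e-05) and LRRC49 (1.00, 7.66e-05) changed more upward in MYC&MED30, and GOLGA7 less (-2.03, 4.14e-09), with the largest evidence after MYC itself. BIRC3 fell in the libraries labelled MYC, so that its difference is not a rise of that size in MYC&MED30. These differences are of 2 responses. The count was 50 and 57 without MYC control 1 and 2, 876 and 450 without MYC overexpression 1 and 2, 62 and 65 without MYC&MED30 overexpression 1 and 2, and 18 without MYC&MED30 control 1, where FAM20C no longer passed (adjusted p = 0.0653).
The MYC target lists had lower medians in MED30 too. In MED30, 1 V1 gene rose and 53 of 191 fell (1 and 69 when adjusted over the list alone), with a median of -0.14 (camera adjusted p = 4.33e-09, and adjusted p = 0.259 with an estimated correlation). Of 57 V2 genes in MED30, 1 rose and 13 fell (2 and 14 when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.00318, and adjusted p = 0.473 with an estimated correlation) that turned to 0.02 with library size alone, still lower than other genes (adjusted p = 0.00673), and the call was lost without MED30 overexpression 1 (adjusted p = 0.142). In MYC&MED30, no V1 gene rose and 13 of 194 fell (0 and 13 when adjusted over the list alone), with a median of -0.08 (camera adjusted p = 0.00114, and adjusted p = 0.957 with an estimated correlation), which turned to 0.09 without MYC&MED30 control 1, where the median of all genes moved up by 0.146 (adjusted p = 0.655). USP1, a deubiquitinase (-0.68), BUB3, a mitotic checkpoint protein (-0.47), MCM5 (-0.56) and MCM4 (-0.50) fell, and all 4 calls were lost without that control (adjusted p = 0.157, 0.229, 0.337 and 0.438), those of BUB3 and MCM4 also without MYC&MED30 overexpression 1 (adjusted p = 0.125 and 0.146), and those of MCM5 and MCM4 with DESeq2 on 4 libraries (adjusted p = 0.133 and 0.0502). Of 56 V2 genes in MYC&MED30, 0 rose and 4 fell (0 and 4 when adjusted over the list alone), and the list did not pass (median -0.02, camera adjusted p = 0.678).
The paper compares the genes regulated in the 3 groups, states that the MYC&MED30 program was distinct from either single program and closer to that of MED30, at a similar level of MYC, and from these data proposes that MED30 and MYC act in synergy on a subset of target genes.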

Because Mediator and MYC both function primarily as transcription activators, the up-regulated transcription program is likely to be the direct target in MYC and/or MED30 overexpression. 

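Most genes of ribosome biogenesis, of the cytosolic ribosome and of protein processing did not pass the test in either the libraries labelled MYC or MYC&MED30. Of 87 ribosome biogenesis genes, 1 rose in the libraries labelled MYC, in which MYC itself fell, 19 fell and 67 did not pass edgeR's test (1 rose and 25 fell when adjusted over the list alone). EBNA1BP2 (-0.51) and LTV1 (-0.46), assembly factors of the large and small subunit, and DKC1, the pseudouridine synthase of box H/ACA particles (-0.48), fell, the call of DKC1 being lost without MYC control 2 (adjusted p = 0.0722). The median was -0.16 (camera adjusted p = 6.79e-07, and adjusted p = 0.359 with an estimated correlation). Of 76 cytosolic ribosomal protein genes, none rose, 19 fell and 57 did not pass (0 rose and 29 fell when adjusted over the list alone), with RPL14 (-0.46) among those that fell and a median of -0.18 (camera adjusted p = 8.93e-10, and adjusted p = 0.42 with an estimated correlation). RPL22 (-0.39) and RPS23 (-0.40) also fell, and both calls were lost without MYC control 1 (adjusted p = 0.0951 and 0.0744) or control 2 (adjusted p = 0.112 and 0.138). Ribosomal protein genes have many processed pseudogenes, so single values are uncertain.
Of 90 genes of protein processing in the endoplasmic reticulum, 6 rose, 12 fell and 72 did not pass in the libraries labelled MYC (7 rose and 14 fell when adjusted over the list alone). DAD1, a subunit of the oligosaccharyltransferase, rose (0.84), and the heat shock genes HSPA1B (-0.93), which has a near-identical copy, HSPA8 (-0.63) and HSPH1 (-0.57) fell. The median was -0.07, or 0.08 with library size alone, and the list did not pass (camera adjusted p = 0.175), though it did without MYC control 1 (0.041) and without MYC overexpression 1 (0.0222), over a range of 0.0222 to 0.951.
In MYC&MED30, 2 ribosome biogenesis genes rose, 1 fell and 84 did not pass (none when adjusted over the list alone), with a median of -0.006, or 0.03 with library size alone (camera adjusted p = 0.857). BOP1, a factor of the large subunit, rose (0.52), a call lost without MYC&MED30 control 1 (0.07, adjusted p = 0.938) or overexpression 1 (adjusted p = 0.199), and with DESeq2 on 4 or all 12 libraries (adjusted p = 0.689 and 0.176). Of the ribosomal protein genes, 2 fell and 74 did not pass (none fell when adjusted over the list alone). Their median was -0.05, or 0.08 without MYC&MED30 control 1, and the list did not pass (camera adjusted p = 0.0958), though it did without MYC&MED30 control 2 (0.00557), with DESeq2 size factors (0.00788) and in 6 other settings, over a range of 0.00557 to 0.957. Of the protein processing genes, 2 rose, DAD1 among them (0.42), 2 fell, the co-chaperone DNAJB1 among them (-0.56), and 86 did not pass (2 and 2 when adjusted over the list alone), with a median of -0.005, or 0.03 with library size alone (camera adjusted p = 0.818). The call of DAD1 was lost without MYC&MED30 control 1 (adjusted p = 0.221), overexpression 1 (0.1) or overexpression 2 (0.0749), and with DESeq2 on 4 libraries (0.164).
Between MYC&MED30 and the libraries labelled MYC, the change was higher in MYC&MED30 by a median of 0.18 for ribosome biogenesis (camera adjusted p = 0.00013, and adjusted p = 0.63 with an estimated correlation) and by 0.14 for ribosomal proteins (camera adjusted p = 0.000596, and adjusted p = 0.764 with an estimated correlation), the second lost with library size alone (0.159). Protein processing did not pass that test (0.06, camera adjusted p = 0.491). With MED30, 2 ribosome biogenesis genes rose and 14 of 87 fell (3 and 15 when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.00293, and adjusted p = 0.296 with an estimated correlation). There, 11 of 78 ribosomal protein genes fell (13 when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.000155, and adjusted p = 0.652 with an estimated correlation). Both medians turned to 0.02 with library size alone, which moved all genes up, and stayed lower than other genes (adjusted p = 0.025 and 0.00473). Without MED30 overexpression 1 both calls were lost (adjusted p = 0.0739 and 0.394). Of 86 protein processing genes in MED30, 6 rose and 10 fell (6 and 12 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.818).

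**Figure D2:**
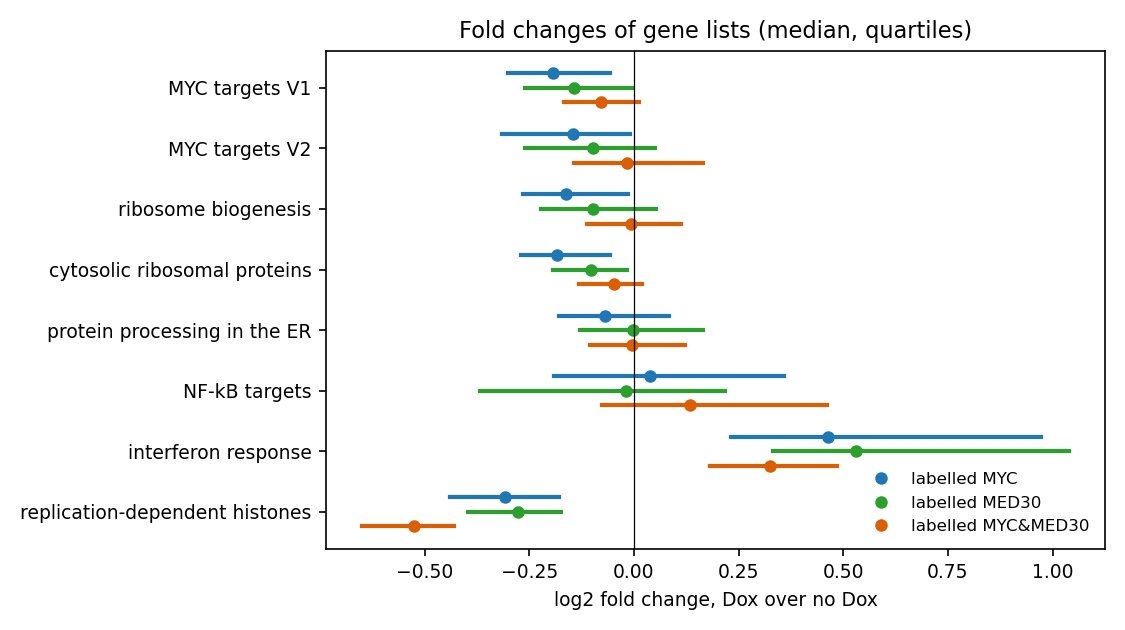
Median log2 fold change of 8 gene lists with and without Dox, with bars from the lower to the upper quartile of the genes, in the libraries labelled MYC, MED30 and MYC&MED30. Interferon response genes lie above 0 in each comparison (medians of 0.46, 0.53 and 0.32) and replication-dependent histone genes below 0 (-0.31, -0.28 and -0.53), while with library size alone, which moved all genes up, the medians of V2 turn to 0.004, 0.02 and 0.03, and in MED30 those of ribosome biogenesis and ribosomal proteins turn to 0.02 and 0.02 and that of NF-kB targets to 0.10.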

Functional pathway enrichment analysis revealed that the up-regulated genes in MYC-only overexpression involved the protein processing and ribosome biogenesis, which is one of the major functions of Myc[29], while that was not the case in MYC&MED30 co-overexpression. 

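Among targets of NF-kB, the transcription factor family that includes RELA, more rose than fell in MYC&MED30. Of 77 tested genes, 15 rose, 5 fell and 57 did not pass edgeR's test (21 rose and 7 fell when adjusted over the list alone). GCH1, the first enzyme of tetrahydrobiopterin synthesis, rose (0.75, edgeR adjusted p = 2.05e-05), while CD44, a hyaluronan receptor (-0.64), the signaling adaptor BCL10 (-0.57) and the chemokine CXCL1 (-0.61) fell. Without MYC&MED30 control 1, the calls of CD44, BCL10 and CXCL1 were lost (adjusted p = 0.0534, 0.116 and 0.21). The list as a whole had a median of 0.13 and did not pass (camera adjusted p = 0.0592, and adjusted p = 0.957 with an estimated correlation). It passed without MYC&MED30 control 2 (adjusted p = 0.0215), MYC control 1 (0.0403), MYC control 2 (0.0404) or MYC overexpression 1 (0.0484), without a filter on low counts (0.0223) and in a fit of the 4 libraries of the line (0.026), over a range of 0.0215 to 0.957. At the study thresholds, 21 of the 77 genes (27.3%) were up, against 7.89% of all tested genes (Fisher's exact test, one-sided, adjusted p = 4.71e-06). Here and below, Fisher's test takes genes as independent, which they are not, so its p does not measure the spread between libraries.
For the libraries labelled MYC, 11 NF-kB targets rose and 12 fell (12 and 15 when adjusted over the list alone), and BIRC3 fell by 1.00, with the cytokine CSF1 (-0.94), CXCL1 (-0.91) and the Notch ligand JAG1 (-0.77) next in p. The median was 0.04 and the mean 0.06, whereas camera ranked the list slightly below other genes (adjusted p = 0.738). At the study thresholds 15 of them (19.5%) were up, against 7.79% of all tested genes (Fisher's exact test, one-sided, adjusted p = 0.0113). With MED30, 10 of 65 rose and 13 fell (13 and 15 when adjusted over the list alone), with a median of -0.02, or 0.10 with library size alone (camera adjusted p = 0.195, and 0.00448 without MED30 overexpression 2, over a range of 0.00448 to 0.749, and turned to 0.03 with DESeq2 on 4 libraries, 0.0451). There, 12 (18.5%) were up at the study thresholds, against 10.5% of all tested genes (Fisher's exact test, one-sided, adjusted p = 0.231). Between MYC&MED30 and the libraries labelled MYC, 8 targets changed more upward and 2 less (14 and 4 when adjusted over the list alone), by a median of 0.17 (camera adjusted p = 0.00589, and adjusted p = 0.662 with an estimated correlation). That call was lost without MYC&MED30 control 1 (0.31, adjusted p = 0.108).
Of 52 cytokine receptor and signaling genes, 4 rose, 2 fell and 46 did not pass in MYC&MED30 (5 rose and 3 fell when adjusted over the list alone), among them IL12RB2, a subunit of the interleukin-12 receptor (0.43), and the interleukin-1 receptor IL1R1 (-0.40). Both calls were lost without MYC&MED30 control 1 (adjusted p = 0.0664 and 0.233) and without MYC&MED30 overexpression 1 (adjusted p = 0.0531 and 0.237), and that of IL12RB2 without overexpression 2 (adjusted p = 0.0973). The list did not pass in MYC&MED30 (median 0.05, camera adjusted p = 0.643), in the libraries labelled MYC, with 2 up and 6 down (0.06, 0.582; 6 and 6 when adjusted over the list alone), or in MED30, with 4 up and 4 down of 41 (0.04, 0.629; 4 and 7 when adjusted over the list alone). In MED30 it passed without MED30 control 1 or control 2 (0.0139 and 0.0163, over a range of 0.0139 to 0.958), and in MYC&MED30 with DESeq2 on 4 or all 12 libraries (0.0185 and 0.0244, over a range of 0.0185 to 0.957).
Immediate early genes, which respond first to growth factors and stress, fell in MYC&MED30. Of 49, 2 rose and 14 fell (6 and 21 when adjusted over the list alone), including JUN, a subunit of AP-1 (-0.64), whose call was lost without MYC&MED30 control 1 (adjusted p = 0.0523), and KLF6 (-0.59), with a median of -0.20 (camera adjusted p = 1.24e-05, and adjusted p = 0.48 with an estimated correlation). For those labelled MYC, 1 rose and 20 fell (1 and 23 when adjusted over the list alone; median -0.20, camera adjusted p = 9.23e-08, and adjusted p = 0.29 with an estimated correlation). In those labelled MED30, 1 of 49 rose and 20 fell (2 and 22 when adjusted over the list alone; median -0.15, camera adjusted p = 0.00012, and adjusted p = 0.473 with an estimated correlation). The difference between MYC&MED30 and the libraries labelled MYC did not pass (camera adjusted p = 0.596).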

The top up-regulated pathway in MYC&MED30 co-overexpression was inflammation/TNF-alpha/RELA (Fig. 2C). Some well-studied oncogenes were activated in MYC&MED30 co-overexpression but not with MYC-overexpression alone. These oncogenes include IRAK2, which plays critical roles in pancreatic cancer initiation and progression[30]; HMGCL, which is critical for tumorigenesis and progression in spontaneous pancreatic cancer model in mice[31]; and the IL-23 receptor (IL-23R), which was initially identified as expressed in tumor-infiltrating immune cells and in tumor cells as well[32, 33]. The expression of IL-23R in tumor cells has been associated with a poor prognosis, possibly because IL-23 binds to its receptor and promotes the migration and invasion[34] (Fig. 2D). These genes are all found significantly upregulated with MYC&MED30 co-overexpression, but not with MYC-only overexpression. 

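IL23R rose in all 3 comparisons, and IRAK2 passed the test in MYC&MED30. IRAK2, a kinase of interleukin-1 receptor signaling on chromosome 3 of GRCh38 (10164919 to 10243745, plus strand), rose by 0.57 in MYC&MED30 (standard error 0.12, edgeR adjusted p = 0.00204). It had 0.32 in the libraries labelled MYC (standard error 0.12, edgeR adjusted p = 0.0662) and 0.39 in those labelled MED30 (standard error 0.14, limma adjusted p = 0.0846). At the study thresholds, IRAK2 was up in MYC&MED30 (edgeR unadjusted p = 3.73e-05) and in MED30 (limma unadjusted p = 0.0186). It was not up in the libraries labelled MYC, where its log2 fold change was below 0.35. The difference between MYC&MED30 and the libraries labelled MYC did not pass (0.25, edgeR adjusted p = 0.568). IRAK2 held 1270 and 59 counts in the MYC&MED30 controls and 1485 and 2067 with Dox.
IL23R lies on chromosome 1 (67138907 to 67259979, plus strand) and overlaps C1orf141 on the opposite strand. It rose by 6.48 in MYC&MED30 (edgeR adjusted p = 7.5e-22), from 37 and 1 counts to 2697 and 3526, and by 4.85 in the libraries labelled MYC (edgeR adjusted p = 1.58e-21), in which MYC itself fell, from 59 and 51 counts to 1762 and 2010. The difference was 1.63 (edgeR adjusted p = 0.00189). With MED30, IL23R was listed at 0 and 1 without Dox and at 497 and 472 with Dox (8.35 on the log2(value + 1) scale, limma adjusted p = 1.03e-06).
The call of IRAK2 in MYC&MED30 was lost without control 1 (0.75, adjusted p = 0.106), and over the settings tried it passed in the libraries labelled MYC with DESeq2 size factors (0.0433), library size alone (0.00719), the upper quartile (0.0281), a mean of at least 50 counts (0.0358), all 12 libraries as counts (0.0322) and without MYC overexpression 1 (0.00971), and in MED30 without overexpression 1 (0.000417). The difference of IL23R no longer passed without MYC&MED30 control 1 (2.58, adjusted p = 0.222).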

The top 30 significant upregulated genes for MYC&MED30 co-overexpression exhibit a poor prognosis signature in pancreatic cancer patients analyzed by disease-free survival, while those for MYC-only upregulated genes do not exhibit a significant effect, at lease at the current data size (GEPIA, gepia.cancer-pku.cn)(Fig. 2E). To confirm the transcriptional activity correlates with final RNA level, we also performed RNA-seq in MED30 overexpressing for two days versus non-overexpression, and observed RNA-seq results indeed correlate with the observation from PRO-seq (Figure S2B). These results suggest that the MYC&MED30 co-amplification largely shifted the transcriptional program compared to single factor amplification, with the new transcriptional program further promoting cancer progression.

### MED30 overexpression promotes MYC binding to additional genomic regulatory loci

In considering the potential mechanisms by which MYC&MED30 co-overexpression induced a distinct transcriptional program from MYC-alone, we wanted in investigate whether MED30 overexpression drives MYC binding to additional sites. To test this hypothesis, experiments involving MYC CUT&TAG were conducted following the overexpression of MED30. Assessing MYC binding upon doxycycline-induced *MED30* overexpression for 1 or 5 days, revealed ~ 4000 *de novo* binding sites after 5 days of overexpression. MYC binding was now induced at these de novo MED30 co-bound regulatory regions, which were also marked by active regulatory marks H3K27ac and/or H3K4me3 (Fig. 3A). Maintained binding peaks, which were stronger than lost or gained peaks, were not further increased with MED30 overexpression, but gained peaks were increased even after a 1-day induction (Figs. 3A and S3A). MED30 overexpression did not increase overall MYC protein levels (Fig. 3B), supporting the interpretation that MED30 enhanced recruitment of MYC binding to novel sites to which MED30 bound upon overexpression. The gained peaks were enriched around the genes changed in MED30 overexpression versus control (Figure S3B). Among the ~ 4000 gained peaks, ~ 80% were located on promoters and ~ 400 (10%) were located on enhancers within 50 kb of TSSs. To examine if promoter or enhancer binding alterations were responsible for MED30-mediated gene expression changes, we analyzed PRO-seq gene expression fold-change for gained promoter-binding or gained enhancer-binding in the transcriptome with log2FC > 0 in MED30 overexpression versus control. We observed that genes with MYC gained binding on promoter or enhancer exhibited higher induction level than those without MYC binding, which indicates that either promoters and/or enhancers that gained MYC binding were functional (Figs. 3C and S3C).

Examining the effects of MED30 overexpression on regulation of specific genes, *MED30* overexpression caused MYC binding at the *PURA-CYSTM1* locus to an intergenic enhancer between the *PURA* and *CYSTM1* promoters (Fig. 3D). Correspondingly, *PURA* and *CYSTM1* expression levels were elevated upon *MED30* overexpression (Figs. 3D,3E and S3D). 

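PURA and CYSTM1 did not pass at an adjusted p under 0.05 in the libraries labelled MED30. PURA was up there at the study thresholds (limma unadjusted p = 0.0442), and CYSTM1 was not (limma unadjusted p = 0.264). PURA encodes a single-stranded nucleic acid binding protein and lies on chromosome 5 of GRCh38 (140107777 to 140125619, plus strand), where MALINC1 overlaps it on the opposite strand. Its level was 10.36 ± 2.00 without Dox and 13.33 ± 0.585 CPM with Dox (SD, n = 2 each), from deposited values of 55 and 73 against 91 and 88. The log2 fold change was 0.37 (standard error 0.16, limma adjusted p = 0.145), and without MED30 overexpression 2 it passed (0.42, limma adjusted p = 0.0236, over a range of 0.0236 to 0.779). CYSTM1, a small membrane protein gene (140175156 to 140282052, plus strand), overlaps PFDN1 on the opposite strand. It had 313.2 ± 4.52 without Dox and 328.2 ± 2.32 with Dox (SD, n = 2 each), a log2 fold change of 0.07 (standard error 0.06, limma adjusted p = 0.448), which passed with library size alone (0.19, limma adjusted p = 0.0469). CYSTM1 rose by 0.47 in MYC&MED30 (edgeR adjusted p = 0.00385), a call lost without MYC&MED30 control 1 (adjusted p = 0.0597) or overexpression 1 (adjusted p = 0.157), and PURA had 0.18 there (edgeR adjusted p = 0.579). For the libraries labelled MYC, PURA had 0.32 (edgeR adjusted p = 0.171, and 0.0324 with library size alone, over a range of 0.0324 to 0.87) and CYSTM1 0.02 (edgeR adjusted p = 0.911).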

*IGIP* is an intervening gene located between *PURA* and *CYSTM1*, but is inactive at baseline and is not bound by Mediator. It was not activated upon *MED30* overexpression, whereas an adjacent gene, *NRG2*, which is located in an H3K27me3-marked repressive region but which was bound by Mediator and MYC, exhibited a mild activation upon *MED30* overexpression, suggesting that the newly occupied enhancer binding sites can result in activation of existing cognate promoters (Fig. 3D). 

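NRG2 rose in the libraries labelled MED30, and IGIP did not pass at an adjusted p under 0.05. At the study thresholds, IGIP was up in the libraries labelled MED30 (limma unadjusted p = 0.0105). It was also up in those labelled MYC (edgeR unadjusted p = 0.00768) and in MYC&MED30 (edgeR unadjusted p = 0.0393). NRG2, a growth factor of the neuregulin family, lies on chromosome 5 of GRCh38 from 139846779 to 140043299 on the minus strand. Its level went from 3.644 ± 0.135 without Dox to 14.0 ± 0.493 CPM with Dox (SD, n = 2 each), a log2 fold change of 1.90 (standard error 0.16, limma adjusted p = 0.000163). The deposited values were 23 and 22 without Dox and 95 and 93 with Dox. IGIP, a regulator of IgA expression (140125937 to 140129392, plus strand), had 1.376 ± 0.107 and 2.455 ± 0.0557 (SD, n = 2 each), from deposited values of 8 and 9 against 16 and 17. Its log2 fold change was 0.77 (standard error 0.24, limma adjusted p = 0.0594), and it passed with library size alone (0.88, limma adjusted p = 0.0402). In MYC&MED30, NRG2 and IGIP had log2 fold changes of 0.59 (edgeR adjusted p = 0.0937, and 0.0494 without MYC overexpression 2, over a range of 0.0407 to 0.572) and 0.53 (edgeR adjusted p = 0.227). NRG2 rose by 1.61 in the libraries labelled MYC (edgeR adjusted p = 2.61e-07), and IGIP had 0.81 there (edgeR adjusted p = 0.0558), which passed with DESeq2 size factors (0.0475), library size alone (0.021), the upper quartile (0.0408), a mean of at least 50 counts (0.0405) and all 12 libraries as counts (0.017), over a range of 0.017 to 0.418.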

Reciprocally, knockdown of *MYC* reduced *PURA* and *CYSTM1* gene expression both at baseline and upon *MED30* overexpression, indicating that these are MYC gene targets (Fig. 3E). 

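FUCA1, the lysosomal alpha-L-fucosidase, rose in the libraries labelled MED30. It lies on the minus strand of chromosome 1 of GRCh38, from 23845077 to 23868290. FUCA1 went from 1.781 ± 0.219 to 4.619 ± 0.514 CPM with Dox (SD, n = 2 each), a log2 fold change of 1.30 (standard error 0.22, limma adjusted p = 0.00539). The deposited values of FUCA1 were only 10 and 12 without Dox and 33 and 29 with Dox, and without a filter on low values its call was lost (1.29, limma adjusted p = 0.0572). FUCA1 also rose in the libraries labelled MYC (1.00, edgeR adjusted p = 0.00344), a call lost without MYC control 1 (adjusted p = 0.0578) or control 2 (adjusted p = 0.0874), and had a log2 fold change of 0.36 in MYC&MED30 (edgeR adjusted p = 0.501).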

The *HMGCL-FUCA1* locus was regulated in a similar manner, with *MED30* overexpression inducing *de novo* binding of MYC at an intergenic enhancer of *HMGCL* and *FUCA1* and increased expression of *HMGCL* and *FUCA1* (Fig. 3D). *MYC* knockdown inhibited MED30-induced *FUCA1* upregulation (Fig. 3E). Functional significance of *MYC* recruitment was supported by the finding that *MYC* knockdown compromised the induction of target genes caused by MED30 overexpression, demonstrating that recruitment of MYC was required for activation of these target genes.

### Recruitment of MYC by MED30

We next investigated whether the additional MYC binding sites in response to MED30 overexpression reflects the direst actions of MED30, or by other indirect mechanisms. We first performed MED30 CUT&TAG with or without Dox induction for 3 days in Tet-on MED30 overexpression Mia PaCa-2 cells. The MED30 binding profile indeed effectively differentiated between MED30 overexpression and control conditions (Figure S4A). With stringent criteria (log2FC > 0.8 p < 0.05), there are 138 significantly elevated (gained) sites, and 128 of down-regulated peaks (log2FC<−0.8 p < 0.05) (Fig. 4A). We found that these MED30 increased and decreased sites were correlated with higher or lower binding of MYC (Fig. 4B), suggesting that MED30/mediator effectively licenses recruitment of MYC to these new sites. To confirm this, MED30 was knocked down using the Tet-on shMED30 knockdown system in Mia PaCa-2 cells and MYC ChIP-seq performed to test whether MED30 was required for MYC binding on the genome in normal conditions. MYC binding density was substantially reduced upon MED30 depletion, with over 5000 peaks lost upon shMED30 transduction (Fig. 4C). The median ratio for all MYC binding peaks in shMED30 vs. control was 0.56 (Figure S4B). Genome browser tracks showed the promotor binding peaks were decreased on known MYC target genes, examplified by PABPC1 and PGK1 (Figure S4C). Together, these data demonstrated that the MED30/mediator complex can recruit and/or stabilize MYC binding widely in the genome, including a large cohort of new promoter and enhancer sites.

Next, we investigated the role of MED30 in MYC-mediated target gene regulation by performing PRO-seq in Tet-on shMED30 with or without Dox treatment, with 1/50 Drosophila S2 cells were spiked-in to normalize the global effect. While the human samples clustered together by treatment, the Drosophila samples evenly distributed in all samples (Figure S4D). With > 95% of the MED30 mRNA lost by shRNA knockdown, the major portion of the Mediator complex was presumably lost[35]. This MED30 knockdown resulted in a down-regulation of 13% (n = 2695) and up-regulation of 3.2% (n = 647) of expressed genes (Fig. 4D). The genes regulated by MED30 were subjected to a hallmark gene search, revealing a notable enrichment of the Myc Target (Fig. 4E). Consensus analysis of transcription factors for the regulated genes revealed a significant enrichment in MYC or MAX binding (Fig. 4E). Notably, 106 out of 200 Myc target V1 hallmark genes were found to exhibit significantly altered regulation upon MED30 knockdown, indicating a substantial reliance of MYC transcriptional activity on MED30/Mediator (Figure S4E). KEGG pathway analyses showed the significant down-regulated pathway in MED30 knockdown condition were ribosome, which is consistent with MYC overexpression PRO-seq data as well as cell cycle, coronavirus disease, and the up-regulated pathway was steroid biosynthesis (Figure S4F).

The gene transcription levels for both MYC binding-lost and maintained groups were decreased following MED30 knockdown, while the transcription level for MYC binding -gained group with MED30 knockdown, was not altered (Fig. 4F). We noted that MYC is one of the transcriptional target genes for MED30 based on our shMED30 PRO-seq (Figure S4E), consistent with other data [36]; however, total MYC protein level was not reduced upon MED30 knockdown, possibly due to a feedback loop (Fig. 4G). These data indicated that MED30 is required for MYC-targeted transcriptional activity rather than acting to regulate MYC protein levels.

### MED30 recruit other Mediator components to the gained sites

We further investigated whether it is MED30 alone, or the Mediator complex, that mediate the gained transcription in response to MED30 overexpression. Firstly, we performed MED1 CUT&TAG with or without MED30 overexpression for two days in Mia PaCa-2 cells to determine whether MED1 was recruited to MED30 gained sites using Tet-on MED30 overexpression Mia PaCa-2 cell line. The results showed that MED1 binding was indeed corelated with that of MED30. MED30 gained sites also gained MED1, while MED30 lost sites also lost MED1 (Figs. 5A and S5A). The gained binding was indeed due to MED30 overexpression rather than Dox effect, because it was not observed in Tet-on shMED30 cell line with or without Dox induction (Figure S5B).

To expand this observation, we further performed MED4, MED12, MED17, and MED23 CUT&TAG in response to MED30 overexpression, and also included MED1 and MED30 to confirm the result. In dox-induced MED30-HA overexpression Mia PaCa-2 cells. The genome-wide analysis confirmed that MED30 gained binding sites are robustly reproducible in independent experiments. Other Mediator components, spanning Head, Middle and Tail module, including MED17 (Head module) and MED23 (Tail Module) also increase binding on MED30-gained sites (Figure S5C). The most significant upregulated MED30 peaks exhibit high levels of all other Mediator components’ binding that tested (Fig. 5B), and the gene expression adjacent to the gained peaks were significantly elevated (Fig. 5C). To further assess the requirement for MED30 in maintaining Mediator complex level in the genome, we performed Cut&Tag on MED1, MED 17, and MED 23 with or without MED30 knockdown in Mia PaCa-2 cells. Peak heat map analysis showed that the binding density of all these subunits decreased upon MED30 knockdown (Fig. 5D and S5D). Genome browser snapshots confirmed the decrease in strong binding sites in histone gene cluster regions and weak binding sites across the genome (Figure S5E). In summary, MED30, as a core Mediator subunit is essential to recruit other Mediator components to genomic sites.

### MED30 overexpression create new enhancers

We next examined whether the histone landscape changes along with the alteration of Mediator and MYC binding. We assessed the active enhancer mark H3K27ac, the repressive (poised enhancer) mark H3k27me2 and the active H3K4me3 promoter mark by CUT&TAG in Dox-induced MED30 overexpression Mia PaCa-2 cells. Genome browser tracks verified H3K4me3 indeed on gene promoter, H3K27ac on promoter and intergenic region, and H3K27me2 spread on genome but avoid of active region (Figure S6A). We then mapped the gained and lost binding sites for MED30 to these epigenetic marks, observing increased H3K27ac, decreased H3K27me2, but no change in H3K4me3 in MED30 gained sites (Fig. 6A). Reciprocally, the MED30 lost sites exhibit decreased H3K27ac, and unchanged H3K27me2 and H3K4me3 marks. The relatively low level of H3K27ac and H3K4me3 compared to the gained sites indicate that most of the lost sites were not associated with active enhancers and/or promoters (Fig. 6A). Integrated with PRO-seq with or without MED30 overexpression, we observed that these gained MED30 binding sites, which most are co-localized with enhancers or/and promoters, also gained transcriptional activity, while decreased sites exhibited low transcription activity with no significant change, consistent with the epigenomic status (Fig. 6A). Genome browser tracks showed the new MED30/Mediator complex/MYC binding sites indeed gained new generated enhancer marks (Fig. 6B). The new gained enhancers represented only a limited cohort of the whole genome-wide enhancers (Figure S6B), consistent with the small number of genes were regulated. Collectively, these data indicate that MED30 overexpression induced the level of active enhancer mark decoration on the gained binding sites, and elevated the enhancer RNA (eRNA) and target gene transcription.

### MED30 overexpression promotes pancreatic cancer cell growth in vitro and in vivo

Given the frequency of *MED30* amplification in cancer, we assessed the functional contributions of MED30 expression on tumor growth. First, we tested the effects of MED30 overexpression on Mia PaCa-2 cell growth with gradient overexpression. Dox-induced MED30 overexpression mildly increased cell growth *in vitro* (Figs. 7A). As tumor growth regulation displays critical differences *in vitro* and *in vivo*, we investigated *in vivo* MED30 growth dependence in nude mice tumor xenografts, revealing that Dox-induced MED30 overexpression promoted Mia PaCa-2 xenograft growth (Fig. 7B). To test the hypothesis that the oncogenic effect of MED30 was dependent on MYC, we used lentiviral transduction of MED30 Dox-inducible tumor cells with either a non-targeting control shRNA (shCTL) or sh*MYC*, and then tested tumor growth *in vivo*. MED30 overexpression with shCTL maintained the tumor growth acceleration effect of MED30, but targeting *MYC* compromised the growth-promoting effects of MED30, suggesting that the oncogenic effects of *MED30* are dependent on MYC (Figs. 7C-E). Reciprocally, knockdown of MED30 also dramatically reduced growth of Mia PaCa-2 cells, whereas the effects of *MED15* knockdown were minimal (Figs. 7F, S7A, and S7C), indicating the Mediator complex’s function, rather than non-essential subunit, is critical for cell growth. The effects in 293T cells were less pronounced (Figure S7B). To further characterize the phenotype of MED30 perturbation in cancer, we performed a series of cell-based assays in Mia PaCa-2 cells upon MED30 knockdown. *MED30* knockdown increased the percentage of cells displaying DNA damage, based on immunostaining of the double strand DNA break marker, γH2AX (Figure S7D). MED30 knockdown increased tumor cell apoptosis as measured by Annexin V staining (Figure S7E). *In vivo*, we found *MED30* knockdown reduced pancreatic cancer (Mia PaCa-2) xenograft growth in nude mice (Figs. 7G, 7H, and 7I). Together, these results indicate the role of MED30 in pancreatic cancer cells survival and growth.

Given the oncogenic roles of MED30 at the molecular and cellular level, we interrogated MED30 status with cancer outcome in pancreatic cancer patients. High *MED30* expression levels correlated with poor overall survival in Pancreatic adenocarcinoma (PAAD) patients (Fig. 7J). We next analyzed the survival associated with amplifications of either *MYC* or *MED30* or co-amplification from the ATCC database. Although the tumor case numbers harboring amplifications of either *MYC* or MED30-only amplification was too low to draw highly significant conclusions, we do observe both amplifications significantly decrease the survival probability (Fig. 7K).

### MED30 and MYC co-amplification functions in multiple cancer types

Because MED30 gene amplification is found in almost all cancer types, we examined MED30 function in another highly malignant cancer type – brain cancer[37]. Consistent with the co-amplification described before, MED30 and MYC gene expression are significantly correlated in all subtype of brain tumor: classical, mesenchymal and pro-neural (Fig. 8A), and in most of the histological types (Figure S8A). Glioblastoma(GBM) is a major subtype of brain cancer, and contains self-renewing, tumor-initiating glioblastoma stem cells (GSCs)[38]. Mediator components expression levels in the glioblastoma TCGA patient database analyzed by RNA-seq showed a positive correlation of MED30 with the disease grade (Figure S8B). To investigate whether GSCs proliferation and stemness are dependent on MED30, and assess the correlation with MYC levels, we employed a panel of patient-derived GSCs (GSC2907, GSC3028, GSC3565, and GSC28), including cells with various levels of *MYC* expression (Fig. 8B). We had previously demonstrated that glioblastoma stem cells are dependent on MYC function for cellular proliferation and self-renewal [39]. MED15 was used as a control of non-critical subunit of Mediator complex that does not affected other Mediator subunits’ levels by knockdown. In cell proliferation assays, knockdown of *MED30* decreased the growth of these cells to a much greater degree than upon *MED15* knockdown (Fig. 8C). The growth inhibition effect of MED30 knockdown in cells expressing high levels of MYC (GSC3565 and GSC28) was greater than in cells with lower MYC expression (GSC2907 and GSC3028), suggesting that tumor cells with high levels of MYC are more sensitive to MED30 depletion (Fig. 8C). MED30 perturbation reduced neurosphere formation GSC3565 and GSC28 cells, an assay that indicate stemness (Figs. 8D and 8E). To examine the transcription changes, GSC3565 cells transduced with or without sh*MED30* underwent RNA-seq analysis. The effects of two sh*MED30*s were quite similar with high knockdown efficacy (~ 90%) and clustering together in sample-to-sample distance analysis (Figure S8C). The number of differentially regulated genes after 2 days of knockdown was high, with ~ 2,300 downregulated and 2,400 upregulated shared genes for the two shRNAs (Figure S8D). The downregulated genes were enriched in basic cellular processes, such as ribosomal protein, electron transport, and oxidative phosphorylation, reflecting expression of the large number of altered genes (Figure S8E). These data revealed that MED30 depletion dramatically altered the transcriptome. Consistent with the result in Mia PaCa-2 cells, the transcriptome alteration was also enriched in MYC target by GSEA analysis (Fig. 8F), and top consensus TFs enriched in down-regulated gene set also include MYC (Fig. 8G).

To confirm the MED30’s function in vivo, we orthotopically implanted GSC3565 or GSC28 cells containing shCtl, or two shMED30 shRNAs into brains of nude mice brain. We found that knockdown of MED30 reduced glioblastoma tumor growth and extended lifespan of tumor-bearing mice significantly (Figs. 8H and 8I). In adult brain tumor patients with all tumor types (primary, recurrent, secondary) and all histology (oligodendroglia, oligoastrocytoma, astrocytoma, anaplastic oligodendrolgioma, anaplstic oligoastrocytoma, anaplastic astrocytoma, GBM), high MED30 levels correlate with poor survival rate (Fig. 8J).

Given that MED30 and MYC are ubiquitous expressed among tissues (Figure S8F), we speculate similar pan-cancer mechanism exists. Analysis of pan-cancer of whole genome (ICGC/TCGA, Nature 2020) in the cBioPortal database revealed that MED30 and/or MYC amplification significantly reduce the survival rate in pan-cancer patients (Fig. 8K). In summary, the phenomena and mechanisms we described in current study are likely to apply to many cancer types.

## Discussion

Despite decades of research, mechanisms mediating MYC function in cancer, with the connection to levels of the Mediator complex, remain in need of further investigation. Here, we define a novel connection between MYC and the Mediator subunit, MED30, revealed by gene amplification data, which has uncovered an overlooked aspect of the MYC transcriptional and oncogenic program and the quantitative role of levels of Mediator in specific gene activation programs. MYC and MED30 are located in relative genomic proximity (chromosome 8 q24.21 and q24.11, respectively) and are frequently co-amplified. We find a previously unappreciated mechanism in which the MED30/Mediator complex directs MYC recruitment to regulatory loci and drives oncogenic progression, eliciting the functional link of the two genetically prevalent variation events. These findings have implications for the broader issues of co-occurrence of amplification or deletion in the genome, including genes which have not yet been recognized as drivers, perhaps acting as neglected risk factors for the driver’s oncogene activity.

### A component of the Mediator complex is critical for MYC recruitment and function

The epidemiological correlation between amplification of a subunit of the Mediator complex (MED30) and cancer provides several insights into both the molecular mechanism by which increased expression of MED30 causes cancer, and uncovered a central role of MED30 in Mediator function. MED30 overexpression increased levels of the Mediator complex on a relatively limited number of promoters and enhancers that had previously not been bound by either factor, and MED30 augmented recruitment of MYC to these additional MED30-bound regulatory elements, thereby expanding the repertoire of MYC-occupied enhancers/promoters. Targeting MYC knockdown abrogates the augmentation of the MED30-induced transcriptional program, both in culture and *in vivo*. Without MED30, MYC genome binding density was largely decreased. MED30, as a core protein of the Mediator complex, critically maintains the protein stability of a cohort of mediator subunits[35], and hence in the maintenance of transcriptional programs. Cancers arises from genetic alterations that lead to dysregulated transcription programs[40], and the overexpression of MED30 provides a strong example where gain of activity of a specific component of the transcriptional coactivator machinery promotes cancer initiation and progression.

### MED30 is one of the highest genetic amplified genes in pan-caner and is a potential therapeutic target

Tens of thousands of patient sample profiling data accumulated in database showed that MED30 gene amplification is present at high level in widespread of cancer types. In cancer of breast, liver, ovary, uvea or uterus, the homozygous amplification rate is around or above 20%. This variation frequency on average is lower than TP53 mutation, similar to MYC and higher than other well-known oncogenes, for example PTEN, KRAS, PIK3CA, et al, suggesting that MED30 may serve as a biomarker for cancer subtypes, which are potentially regulated by MED30 targeting. Taking pancreatic cancer cell line and patient-derived glioblastoma cell cultures harboring high MYC expression as examples, we found that the similar transcriptome alteration in MED30 knockdown condition corresponding to the MYC knockdown signature, consistent with the cooperative function of MED30 and MYC was conserved among tissues.

Oncogenic transcription factors dictate aberrant/augmented transcriptional programs which supports rapid cell division in cancer cells. This dependency creates the vulnerability for targeting transcription as a therapeutic strategy. Indeed, transformed cells frequently display preferential susceptibility to apoptosis in response to transcriptional inhibition [41]. For example, in steroid hormone-dependent cancers, such as breast, prostate, and ovarian cancer, steroid hormone receptors and coactivators that support the nuclear receptor transcriptional programs are considered to be therapeutic targets [42, 43]. Here, we provide mechanistic insight into how co-amplification of *MED30* in ~ 70% of cancers harboring its amplification augments the transcriptional, oncogenic program mediated by MYC. Even in cells harboring amplification of only *MED30*, there is an accompanying augmented recruitment of MYC on a specific additional MED30-bound regulatory regions, suggesting that reducing *Med30* levels represents a potential therapeutic strategy. Targeting *Med30* impairs MYC function even in the absence of amplification of either protein. Thus, MED30 critically dictates the recruitment of MYC to regulatory sites in the genome. MYC binds as a homodimer or heterodimer to its DNA binding elements, referred to a E-boxes ([44, 45], as reviewed in [46]), and the absence of MAX augments binding despite increasing oncogenesis in B cells [47]. Our study reveals that MYC homo- or hetero-dimer binding to the cognate E-box sites on promoters and enhancers is increased based of the ability of MED30 to interact with MYC. Establishing the interactions of MED30 and MYC establish the role of MED30 in the oncogenic actions of MYC. Thus, in cases of isolated MED30 or MYC amplification, or even in the absence of their amplification, MED30 is a critical determinant of the program by which MYC activates growth of multiple tumor types and implies the potential therapeutic benefit of inhibition of Med30 levels or the interaction with other Mediator subunits. Given the high number of cancer patients harboring MYC and/or MED30 amplification, targeting MED30 might have wide application in antagonizing cancer progression.

Therefore, increasing levels of a specific coactivator, in this case MED30, caused a limited cohort of regulatory elements to be activated, requiring binding of a specific DNA-binding transcription factor, MYC. This suggests that limited number of TFs will be affected by such coactivator overexpression, in this case, the limited activation program increases the risk of cancer progression.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Human cell lines and culture

Mia PaCa-2, HEK293T cells were obtained from ATCC were cultured in DMEM (GIBCO_#10566) media supplemented with 10% FBS. Cell lines were maintained using standard tissue culture techniques. All cells were cultured in a 5% CO2 humidified incubator at 37°C. Mycoplasma negativity was ensured routinely.

#### Animal models

NSG (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ) mice were purchased from the Jackson Laboratory, Bar Harbor, ME, USA. All animal experiments were approved by the Institutional Animal Care and Use Committee of UCSD.

### METHOD DETAILS

#### Construct, Lentivirus Packaging, and Stable cell line generation

pLKO lentiviral shRNA constructs and control shRNA constructs were purchased from Sigma (See Table S2). Teton shRNA constructs were homemade by annealing the shRNA sequence to pLKO.1 vector (addgene#326721). Knockdown experiments with lentivirus shRNAs were conducted according to the standard lentivirus package and transduction protocols from Addgene or Sigma. For cDNA overexpression experiments, MED30 or Myc cDNA was cloned into pTEPRT vector, and For ChIP experiment, the constructs were integrated with C-terminal or N-terminal 3XHA tag. This vector is doxycycline-inducible all-in-one construct with improved tetracycline controlled transactivator (TetR) and target gene expression driven by tandem Tet operators. The constructs carry puromycin resistant gene for positive selection. For the induction of target gene expression, titrated doxycycline was supplemented into the culture medium to achieve an expression of near endogenous level. pLKO-based lentiviral shRNA plasmids were co-transfected with packaging plasmids (psPAX2 and pMD2.G) into 293T cells. Lentiviruses were harvested, concentrated, and used for cell infection. Stable knockdown Mia PaCa-2 cells were selected with 0.4 mg/ml puromycin and collected for experiments within 5 days. For doxycycline induced knockdown or overexpression, the concentration of doxycycline was 0.5ug/ml unless specified.

#### qPCR, Data Analysis, and Statistical Analysis

For qRT-PCR experiments, the Mia PaCa-2 or glioblastoma cells with indicated shRNA knockdown or gene overeverexpression were collected RNA was isolated using RNA extraction kit (Zymo Research) or RNeasy column (QIAGEN). Total RNA then was reverse-transcribed using SuperScript III Reverse Transcriptase(Life Technologies) or following manufacturer’s instructions. qPCRs were performed in MX3000P (Stratagene) using 2X qPCR master mix from Affymetrix or Bio-Rad. Relative quantities (RQ) of gene expression levels were normalized to GAPDH unless specified. A list of primers used for qPCR is provided (Key Resources Table).

For all qRT-PCRs, experiments were performed with at least three independent biological replicates and three technical replicates for each reaction. Results are reported as mean ± SD of a representative batch Data were analyzed and statistics were performed using unpaired two-tailed Student’s t tests. Significant differences between two groups were noted by asterisks (* p < 0.05, ** p < 0.01, *** p < 0.001).

#### RNA-seq and analysis

To examine the transcriptome influence of depleting difference mediator subunit, shRNAs target MED1,MED20, MED30 or non-target Ctrl were packaged into lenti-virus and infected into Mia PaCa-2 cells, and total RNAs were extracted two days post infection. MED30 wild-type or mutant overexpression comparing to knockdown RNA seq in Mia PaCa-2 was performed with 0.5ug/ml doxycycline-induced teton shRNA or cDNA overexpression, and total RNAs were extracted two days post Dox induction. All shRNAs were packaged in lentivirus and infected into cells. RNA was extracted by Trizol (Life Technologies) RNA concentration and quality was quantified by Qubit and Agilent 2100 Bioanalyzer system, respectively. Libraries were generated using illunima PolyA RNA library kit and sequenced by HiSeq4000 with single-end reads or NovaSeq 6000 with 100 bp paired-end reads.

Following sequencing, quality control with FastQC and trimming of adaptor sequence and poly-A tails with Trim Galore, reads were mapped and assigned to the human transcripts using HISAT2. The counts file was generated by “featureCounts” on Galaxy (usegalaxy.org) with build-in genome hg38. Differential expression gene (DEG) analysis was performed using the DESeq2 package in Galaxy. Perimeters for different expression cutoff were indicated in figure legend. Functional analysis of differential expressed genes were performed on Enrichr (https://maayanlab.cloud/Enrichr/) and GSEA[1] H: hallmark gene sets.

#### Chromatin immunoprecipitation and sequencing (ChIP-seq) and analysis

To map the binding sites of Mediator component MED17, MED30 and MYC, these factors ChIP-seq were performed in Mia PaCa-2 cells with antibodies MED17 (invitrogen PA5–30314), MED30 (from Dr. Thomas G. Boyer, UT health San Antonio, homemade) and Myc (CST #9402), respectively. To test the effect of MED30 knockdown in Myc’s binding, MYC ChIP-seq was perform with or without three days 0.5ug/ml Dox treatment in Dox-induced shMED30 Mia PaCa-2 cells. To test the domain/motif contribution to binding for Myc, letivrus vector expressing HA-tagged Myc fragment and WT in Dox-induced manner were integrated into Mia PaCa-2 cells, and 0.5ug/ml Dox was administrated for 1 day, another WT sample was not treated with Dox, serving as negative control.1–5 million cells were dual cross-linked with 2 mM disuccinimidyl glutarate (DSG, ProteoChem, #C1104–1GM) for 20min at room temperature and followed by 1% formaldehyde for 10 min for Mediator’s ChIP. For transcription factors’ ChIP, cells were only fixed in 1% formaldehyde for 10 min. In both situations, the cross-linking was quenched with 0.125M glycine for 5 min. Chromatin was fragmented using a Bioruptor to get 200–500bp fragments. Subsequently, the soluble chromatin was incubated with 1–3 mg antibodies at 4°C overnight.

Immunoprecipitated complexes were collected using 20 ul Protein G Dynabeads (Life Technologies) per reaction. After washing, the protein-DNA complexes were eluted and de-crosslinked overnight at 65°C. and DNA was purified with QIAquick PCR Purification Kit (Qiagen, # 28104). The ChIP-seq DNA library construction was performed using Illumina’s ChIP-seq Sample prep kit or ABclonal’s the Rapid DNA Lib Prep Kit (ABclonal, #RK20200). Library was usually amplified by 14 cycles of qPCR. Constructed libraries were further double size selected between 150–600 bp with AMPure XP (Beckman, #A63881) and sequenced on NovaSeq 6000 with 100 bp paired-end reads at the UCSD IGM Genomics Center. The sequence tag returned by the Illumina Pipeline was adapter trimmed by Trim Galore and aligned to the hg38 assembly by Bowtie2. For subsequent visualization of ChIP-Seq signal, bigwig files were generated using the DeepTools “bamCoverage” script integrated in Galaxy server using “Normalized to reads per kilobase per million(RPKM)”. DeepTools “computeMatrix”, “plotHeatmap”, and “plotProfile” functions were used to generate heatmaps and profile plots. The data were visualized by preparing custom tracks on the University of California, Santa Cruz (UCSC) genome browser. Peaks were identified by MACS2. Peak file was uploaded to UCSC genome browser aligned with BamCoverage (bigwig) to check the reliability of peak calling. Myc ChIP for Dox-induced shMED30 was called by q < 0.1 in MACS2; others were called in default parameters. Motif analysis was performed using HOMER software package (http://homer.salk.edu/homer/). Annotation of ChIP-Seq peaks was performed using R package “ChIPseeker” with “hg38.refseq.gtf.gz” from UCSC Genome Browser as reference.

#### CUT&Tag-seq and analysis

Bench top CUT&Tag version 3 was performed as previously described[2], with modifications. Specifically, cells were seeded in 24-well plate at 30–50% confluency, and treated with indicated doxycycline concentration for two days to allow the induction of shRNAs or cDNA plasmid, and the attachment to the well’s bottom. On the day of experiment, cells in culture media were lightly fixed (0.1% formaldehyde for 2 minutes) for non-histone epitopes or without fixation for histone marks, and quenched glycine of > twice molar concentration of formaldehyde. Next, the cells were washed with PEX buffer (PBS, 2mM EDTA, 0.1% Triton X-100) for 5min thrice, in order to complete remove Mg2 + and permeabilize the cell. Then the cells were blocked by antibody buffer (0.1%BSA, 2mMEDTA) for 10–30min at room temperature, and subjected to primary antibody incubation overnight at 4°C. The antibodies were used as 1:1000 dilution in antibody buffer if not specified. The next day the primary antibody was removed and wash with wash buffer (20mMTrisCl pH7.4, 150mMNaCl, 0.05%Triton X-100) for 5min, and then incubated with secondary antibody 1:2000 diluted in wash buffer for 1h. The secondary antibody contains fluorophore (Alexa Fluor^™^) so the signal can be checked under microscope. After secondary antibody incubation, cells were washed three times with wash buffer, and then add adapter loaded pAG-Tn5 (purified in-house [3]) in Dig-300 buffer (20mMTrisCl pH7.4, 300mMNaCl, 0.05%Triton X-100) for 1h, followed by three time wash in Dig-300 buffer. Then cells were subjected to tagmentation buffer (10mMMgCl_2_ in Dig-300 buffer) at 37°C for 1–3h, and terminated and de-crosslinked by adding 7.5ul 0.5MEDTA, 8ul 10%SDS, 0.25ul 20mg/ml proteinase K per 150ul tagmentation buffer in one well and incubated at 65°C for 30 min, and transferred into Eppendorf tube to avoid evaporation and continue de-crosslinking overnight, followed by DNA purification with DNA purification Kit (Qiagen). The DNA was eluted and utilized as template for PCR reaction with i7 and i5 dual-index for library construction and sequenced on the NovaSeq 6000 with 100 bp paired-end reads at the UCSD IGM Genomics Center. Because the sequencing is deep, the signal is not sparse. The data analysis procedures were similar with in ChIP-seq above. The adapters were trimmed by Trim Galore and aligned to the hg38 assembly by Bowtie2. bigwig files were generated using the DeepTools “BamCoverage” script integrated in Galaxy server by normalizing to CPM (counts per million) or RPKM), and uploaded to UCSC genome browser for visualization. Peaks were called by MACS2 with default parameter.

#### PRO-seq and analysis

For overexpression experiment, PRO-seq was performed in doxycycline (Dox) inducible MED30, MYC-3xHA or MED30&MYC-3xHA double integrated Mia PaCa-2 cell line with or without 0.5μg/ml Dox treatment for 1 day. Samples with Dox treatment were labeled as OE (overexpression). For knockdown experiment, Dox-induced shMED30 Mia PaCa-2 stable cell line were treated or untreated with 0.5μg/ml doxycycline for 3 days before nuclei isolation. 1/50 number of *Drosophila* S2 cells were spike-in for overall input control. Each condition has two replicates. Precision run-on sequencing (PRO-seq) experiments were performed as previously described [4]. For nuclei isolation, cells were incubated with swelling buffer (10 mM Tris-Cl pH 7.5, 2 mM MgCl2 and 3 mM CaCl2) for 5 min on ice and then incubated with lysis buffer (swelling buffer with 0.5% NP-40 and 10% glycerol) for 5 min on ice, before being re-suspended in 100 μl of freezing buffer (50 mM Tris-Cl pH 8.0, 40% glycerol, 5 mM MgCl2 and 0.1 mM EDTA). For the run-on assay, an equal volume of reaction buffer (10 mM Tris-Cl pH 8.0, 5 mM MgCl2, 300 mM KCl, 1 mM dithiothreitol, 20 units of SUPERase•In, 1% sarkosyl, and 500 μM ATP, GTP, bio-UTP and bio-CTP) was added into each sample before incubation at 30°C for 5 min. The nuclear run-on RNA was then extracted with TRIzol LS reagent (10296010, Invitrogen) and subjected to hydrolysis, buffer exchange and purification by streptavidin beads (88816, Thermo Fisher). Purified RNA was treated with PNK before being used for complementary DNA synthesis by using the NEBNext Multiplex Small RNA Library Prep Set for Illumina Kit (E7300S, NEB). Obtained complementary DNA template was amplified by PCR using the Phusion High-Fidelity enzyme (M0530L, NEB) for deep sequencing.

The sequencing reads were trimed by Trim Galore. The adapter sequence to be trimed was selected as “automatic detection” for the first round and the “Illumina small adapters” for the second round(Galaxy Version 0.6.7 + galaxy0). Then the reads were mapped to hg38 Refseq database by using Bowtie2 and counted over the entire gene body (transcript) on the sense strand with respect to the gene orientation by using Featurecounts (Galaxy Version 2.0.3 + galaxy1). Deseq2 (Galaxy Version 2.11.40.8 + galaxy0) was then used to compute the significance of the differential gene expression. For the experiments with Drosophila S2 cells spike-in, data were aligned to human genome hg38 and *Drosophila* genome dm3 by Bowtie2. Gene expression counts were calculated by analyzeRepeats.pl (http://homer.ucsd.edu/homer/ngs/analyzeRNA.html), and subjected to Deseq2 analysis for identifying different expressed genes and size factor. The final Deseq2 result was calculated using the size factor for *Drosophila* samples.

#### Western blot and immunoprecipitation

Immunoblot was performed per a general western-blot protocol (Abcam). Primary antibodies were listed in Table.

For immunoprecipitations, cells were rinsed with ice-cold PBS and then lysed in mild lysis buffer (150 mM NaCl, 20 mM Tris-Cl pH7.4, 0.5% Triton X-100) with protease inhibitors (Roche, #11873580001), rotating at 4°C for 30 minutes and centrifuged at 12,000 rpm for 10 minutes. Primary antibodies were added into the supernatant cell lysate and incubated overnight 4°C with rotation. Then 20ul (for 2ug antibody) Protein A/G magnetic beads (Pierce, #88803) were added and incubated with rotation for 3 hours at 4°C. Immunoprecipitants were washed four times with lysis buffer and were denatured by SDS-PAGE sample buffer and boiled for 5 minutes. Sample were followed by immunoblot analysis with antibodies indicated in the figures.

#### Transcription/translation/proteasome inhibitor treatment

Teton Dox-induced MED30 overexpression stable Mia PaCa-2 cells were seeded into 12-well plate and added or did not add 0.5ug/ml doxycycline for 2 days before treating with indicated inhibitors. Transcription inhibitor actinomycin D (ActD) dissolved in DMSO to a concentration of 10mg/ml, translation inhibitor cycloheximide (CHX) dissolved in DMSO to a concentration of 10mg/ml, proteasome inhibitor MG-132 dissolved in DMSO to a concentration of 10mg/ml, and DMSO (vehicle control) were added to medium at 1:1000, and 1,6-HD dissolved in water was added to medium at final concentration of 2%. Cells were incubated for 8h before subjected to western blot.

#### Cell proliferation assays

Proliferation assay for Mia PaCa-2 cells was performed in two ways: one is violet staining; the other is measured by MTT (Sigma) reagent. 3000–6000 cells per well with indicated treatment were seeded in 96-well plate with 6 replicates. Violet staining: At the day of assay, cells were rinsed by PBS and fixed by 4% paraformaldehyde for 15min at room temperature before staining with 0.1% crystal violet (Sigma-Aldrich) (dissolved in 2% ethanol) for 20min at room temperature. Then cells were washed by water for 3 times followed by imaging. MTT assay: MTT was dissolved in PBS at 5mg/ml (10X working solution) and added 10ul to 100ul culture medium and incubated for 3h in the cell culture incubator. After incubation, supernatant was discarded and the plate was scanned for taking picture. Then use 100ul DMSO to dissolve the dark blue product generated in the cell, and 540nm absorbance was measured after a few minutes’ shaking.

#### Tumor xenograft models

For intracranial tumour xenograft, GSCs (10^4^/mouse, 20 μl of Neurobasal media with no Matrigel) were intracranially implanted into NSG mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ, The Jackson Laboratory, Bar Harbor, ME, USA). Mouse brains implanted with GSCs which were labeled with firefly luciferase were monitored by the bioluminescent imaging at the 4th week post injection. Animals were treated with D-Luciferin (120mg/kg, Biosynth Carbosynth, no. L-8220) intraperitoneally and anesthetized with isoflurane for the imaging analysis. The bioluminescent images were captured by an IVIS imaging system (Spectrum CT, PerkinElmer).

For Mia PaCa-2 MED30 overexpression xenograft, doxycycline-induced MED30 construct was integrated into Mia PaCa-2 cells to establish stable cell line. Lentivirus shControl or shMyc was infected into cells two days before injection. For Mia PaCa-2 shMED30 knockdown xenograft, cells were infected with lentivirus shControl or two shMED30 respectively two days before injection. Then NSG mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ, The Jackson Laboratory, Bar Harbor, ME, USA) were implanted with 10^6 cells by subcutaneous injection, and random divide into Dox and non-Dox group (n = 5 each). Dox group was supplied with 1mg/ml doxycycline in drinking water in three days post injection. Tumour dimensions were measured once when tumours were palpable. Tumour volumes were monitored twice a week till calculated using the equation (length^2^ × width)/2.

1. Subramanian, A., et al., *Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles*. Proceedings of the National Academy of Sciences of the United States of America, 2005. 102(43): p. 15545–50.
2. Kaya-Okur, H.S., et al., *CUT&Tag for efficient epigenomic profiling of small samples and single cells*. Nature communications, 2019. 10(1): p. 1930.
3. Ma, S., et al., *Transcriptional repression of estrogen receptor alpha by YAP reveals the Hippo pathway as therapeutic target for ER(+) breast cancer*. Nature communications, 2022. 13(1): p. 1061.
4. Mahat, D.B., et al., *Base-pair-resolution genome-wide mapping of active RNA polymerases using precision nuclear run-on (PRO-seq).* Nature protocols, 2016. 11(8): p. 1455–76.

How the deposited data were processed for this re-analysis (not part of the article)

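Precision run-on sequencing was available for 12 libraries of Mia PaCa-2 cells, from 3 lines with Dox-inducible MED30, MYC or both, each with and without Dox (0.5 μg/ml) and with 2 libraries per group. Conditions and replicate numbers came from the labels of the samples and the methods. The methods give 1 day and the text of the results 2 days of induction. The files of the peaks, RNA-seq, knockdown and CUT&Tag experiments were not analysed here.

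The authors trimmed reads with Trim Galore, mapped them to hg38 with Bowtie2 (version not given in the sources used here), counted them over whole genes on the sense strand with featureCounts 2.0.3 and tested them with DESeq2 2.11.40.8. For experiments with Drosophila spike-in cells, the methods give counting with HOMER and size factors from the Drosophila reads. No spike-in values were used here, so global changes cannot be seen. The 8 deposited tables of the libraries labelled MYC and MYC&MED30 hold raw counts, with a different total in each library and 28278 symbols. The 4 deposited tables of the libraries labelled MED30 hold a score, that is, values the authors scaled to nearly equal totals and rounded to whole numbers, with 25056 symbols. They were first taken for counts and then treated as scaled values after the comparison with the other tables. The design fixed before the data were examined had all 12 libraries as counts in one fit, and such fits are given as alternatives. Of the MED30 symbols, 24768 were identical to those of the other tables and 24924 were matched with older symbols, while 11 were numbers into which a spreadsheet had turned gene names and were left unnamed. Of 1049 genes that lie within a gene of the opposite strand, 60.7% were at 0 in the raw count tables and 30.6% in the MED30 tables, against 14.4% and 17.1% of other genes, so that the MED30 tables may hold more reads of overlapping genes.

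Totals ran from 20616713 to 29881914 counts, except 1257499 in MYC&MED30 control 2, and from 6379143 to 6519353 for the MED30 values, whose depth is unknown. The ribosomal RNA gene RNA28SN5 took 1.78% to 2.43% of the counts of the libraries labelled MYC, 0.666% to 0.825% of those of MYC&MED30, and 0.0121% to 0.015% of the MED30 values. The chi-square per gene between replicates was 2.39 and 12.7 in the controls and overexpression libraries labelled MYC, 1.64 and 4.35 in MYC&MED30, and 0.618 and 3.39 in the MED30 values, where raw counts of one library pool would give about 1.

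In R 4.3.3, counts were tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest, 4 groups in one fit). MED30 values were tested with limma 3.58.1 (empirical Bayes with a trend) on log2 of the TMM-scaled value with a pseudocount of 1, over genes with a value of at least 10 in at least 2 libraries. P-values were adjusted by Benjamini-Hochberg. The study thresholds were an unadjusted p under 0.05 and a log2 fold change above 0.35 or below -0.35; the paper's text does not say whether its p is adjusted. Gene lists, 27 in all, were written from general knowledge before the data were examined and tested with camera (preset correlation of 0.01, and an estimated one), fry and Fisher's exact test, adjusted over the lists of a comparison. List tests of counts used log2 CPM with a prior count of 2. The differences of MYC&MED30 and of MYC from MED30 were planned but not tested, since the tables were scaled separately.

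The rule for named genes was fixed with the lists. It took 11 genes the paper names for these comparisons, the 8 largest changes in each direction among called genes with a mean log2 CPM above 2 and both overexpression libraries beyond both controls, the 4 members of each discussed list with the smallest p, and the 5 genes with the smallest p in the difference. Coordinates are from the GENCODE annotation of GRCh38, the assembly of hg38, whose gene models can differ from the RefSeq models the authors counted.

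The scripts were tested on simulated data with 200 changed genes. Of genes changed by a fold of 1.5, 2 and 4, 46%, 80% and 98% were recovered in the simulation of the libraries labelled MYC, 30.6%, 77.1% and 93.9% in that of MYC&MED30, and 39.6%, 95.9% and 100% in that of MED30, and of a fold of 1.25, 4.08%, 6% and 0% were. Of the calls, 5.04%, 0.98% and 1.71% were unchanged genes. The simulated dispersion was 0.01. In the real libraries the spread between replicates differed between groups, with a chi-square per gene of 2.39 and 12.7 in the controls and overexpression libraries labelled MYC. These rates may therefore not hold for the real data. The alternatives tried were other scalings (DESeq2 size factors, upper quartile, library size alone), other filters, DESeq2 1.42.0, fits of 4 or of all 12 libraries, removal of short structured RNAs, a replicate block, thinning of the counts to the smallest library, other genes or measures for the correlations, split lists, an estimated correlation, and leaving out each library in turn.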

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

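The tests of whether the libraries labelled MYC and MED30 are the same libraries, the test of S phase, and the test of gene length in MED30 were chosen only after the results were seen.

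In the libraries labelled MYC overexpression MED30 rose by 4.46 on the log2 scale and MYC did not rise, while the paper's Figs. 2A and S2A report induction of MYC. Separate cultures of a line carrying MYC are argued against, since the log ratio of replicate 1 to replicate 2 differed between the libraries labelled MYC and those labelled MED30, for most genes, by less than the sampling noise (median squared difference over the counting variance of 0.0407 in the controls and 0.128 in overexpression, against 0.455 for independent libraries, 3.73 and 22.1 with the replicate numbers crossed, and 10.8 between overexpression labelled MYC and MYC&MED30). The test first used the mean in place of the median, with a bound of 1, and was changed after its values were seen, 0.741 in the controls and 3.52 in overexpression, so that the first form of the test was missed in overexpression and only the form with the median was met. A squared difference above 4 was found in 1.23% and 6.66% of the genes, and in 0.849% and 4.46% without genes that overlap another gene, where the medians were 0.0318 and 0.0964 and the means 0.586 and 4.09, so that the cause of the high mean in overexpression stays open. Whether the libraries labelled MYC are the libraries labelled MED30 counted again stays open, since the test that was met was written on values already seen, and no biological explanation was tested.

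In MYC&MED30, 74 genes with a mean under 2 CPM without Dox rose by at least 1.5 on the log2 scale. For these genes as a group, few counts in the controls cannot be told apart from a true rise, since the median count of these genes with Dox was 43.8, between the bounds of 30 and 100 set beforehand, though single genes such as IL23R (2697 and 3526 counts) lie far above them. Their nearest tested neighbours within 100000 bases, overlapping genes left out, rose by a median of 0.126, against 0.0851 at the 95th percentile for neighbours of random genes of like expression (0.238 against 0.141 for 34 genes in the libraries labelled MYC), in line with activation of the surrounding region. Of 108 genes that rose by at least 1.5 in MYC&MED30 and 54 in the libraries labelled MYC, 15 were shared, against 0.302 for independent lists. A response to Dox itself or to the induced proteins in any line cannot be told apart from an effect of MYC or MED30, since 0 libraries had Dox without a transgene.

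Replication-dependent histone genes fell in each comparison, with medians of -0.31 in the libraries labelled MYC, -0.28 in MED30 and -0.53 in MYC&MED30, where 38 of 48 fell and none rose (45 fell when adjusted over the list alone, camera adjusted p = 3.32e-38, and adjusted p = 0.203 with an estimated correlation). Gene length as the whole cause is argued against, since of 10000 lists matched on length and expression 0 lay as low as -0.53 in MYC&MED30, 1 as low as -0.31 in the libraries labelled MYC and 0 as low as -0.28 in MED30 (2.5th percentiles of -0.157, -0.229 and -0.146), though the matched lists had medians of -0.0765, -0.131 and -0.0495, so that length may account for part of the fall. The shallow MYC&MED30 control is argued against, since the median was -0.50 without it. Fewer cells in S phase stay open, since the fall of the E2F and G2M list (medians of -0.195 in the libraries labelled MYC, -0.15 in MED30 and -0.23 in MYC&MED30, and adjusted p = 0.468, 0.259 and 0.6 with an estimated correlation) was known when that test was written, at most 2 of the 3 comparisons are independent if the first 2 share libraries, and cell cycle phases were not measured here. Histone genes are near-identical copies, so values of single genes are uncertain.

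Interferon response genes rose by medians of 0.46 in the libraries labelled MYC (camera adjusted p = 1.06e-26, and adjusted p = 0.29 with an estimated correlation), 0.53 in MED30 (1.73e-17, and adjusted p = 0.259 with an estimated correlation) and 0.32 in MYC&MED30 (1.81e-12, and adjusted p = 0.5 with an estimated correlation).

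The other results were marked by the test of the difference between the change in MYC&MED30 and that in the libraries labelled MYC, and stand under the doubt about that label. Genes whose change was higher in MYC&MED30 were MYC (1.72), DACH1 (1.98), IL23R (1.63), FAM20C (1.24), PEBP4 (1.14), BIRC3 (1.13), LRRC49 (1.00), EVA1C (0.92) and TSNAXIP1 (0.875). The calls of IL23R and FAM20C did not hold without MYC&MED30 control 1, where the differences were 2.58 and 1.03. Genes whose change was lower were GOLGA7 (-2.03), SLC25A36 (-0.87), KRT80 (-0.83) and KIAA1755 (-0.77). Of the lists described here, those whose change was higher, by a median over the genes, were cholesterol biosynthesis (0.34, camera adjusted p = 1.2e-07), ribosome biogenesis (0.18), NF-kB targets (0.17), amino acid metabolism and stress response (0.17, 0.00146), cytosolic chaperones (0.13, 0.00377), cytosolic ribosomal proteins (0.14), V2 (0.11) and V1 (0.10), and those whose change was lower were interferon response (-0.205, 1.53e-05), histones (-0.21, 5.74e-13) and lysosome (-0.093, 0.00222). With an estimated correlation none of these differences between lists passed (adjusted p = 0.63 for cholesterol biosynthesis, ribosome biogenesis, amino acid metabolism, V2, interferon response, histones and lysosome, 0.662 for NF-kB targets and chaperones, 0.764 for ribosomal proteins and 0.831 for V1). The median of V1 turned to -0.01 with library size alone (adjusted p = 0.181) and lost its call without MYC overexpression 2 (0.03, adjusted p = 0.0927). V2 was also lost with library size alone (adjusted p = 0.0726), and V2 and lysosome were lost without MYC&MED30 control 1 (adjusted p = 0.0872 and 0.0872), where lysosome turned to 0.06. Groups of 2 libraries were too small for a test of outlying samples.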

How the results depend on the processing

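Pseudocounts of 0.5 and 5 for the MED30 values were chosen only after the results were seen. The correlations were first taken over each pair's own genes, and were restricted to genes tested in all 3 comparisons after those values were seen.

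Of 444 values of the main results under alternatives, 366 kept their direction and side of the threshold (or stayed within their spread), 67 moved, 4 lost and 6 gained a call, and 1 reversed, V2 in the libraries labelled MYC, whose median turned to 0.0038 with library size alone. Of 4928 values of named genes and other lists, 4595 kept both, 237 lost and 89 gained a call, and 7 reversed. In MED30 these were the medians of V2 (0.023), ribosome biogenesis (0.023) and ribosomal proteins (0.018) with library size alone and of NF-kB targets with DESeq2 on 4 libraries (0.029). In the difference they were V1 with library size alone (-0.012) and lysosome, which ran from -0.166 to 0.062 (without MYC&MED30 control 1) when each library was left out. In MYC&MED30 it was V1, from -0.132 to 0.092 (without MYC&MED30 control 1). A turn of sign was counted as reversed only where a call stood before or after it, so that lists and genes without a call that changed sign are among those kept. Library size alone moved all genes up (by 0.148 in the libraries labelled MYC and 0.121 in MED30), and the lists in those libraries that turned with it stayed lower than other genes (adjusted p = 0.00297 for V2 in the libraries labelled MYC, and 0.00673, 0.025 and 0.00473 for V2, ribosome biogenesis and ribosomal proteins in MED30). Where no reason is given here, the cause was not tested. Without MYC&MED30 control 1, which leaves only the shallow control 2, the calls in MYC&MED30 were 166, and without control 2 they were 1322. Thinning could not be applied to the MED30 values, which are not counts. Of the 2364 calls in MED30, 2357 were kept with a pseudocount of 0.5 and 2349 with 5, and no named gene or list changed its call.

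Genes changed were 359 in MED30 without a filter. In MED30 they were 956 with DESeq2 on 4 libraries, 1479 with edgeR and 1406 with DESeq2 on all 12 as counts. Thinned to the smallest library, there were 736 in the libraries labelled MYC, 530 in MYC&MED30 and 37 in the difference, from fewer counts. In MYC&MED30 there were 2155 with edgeR and 652 with DESeq2 on 4 libraries. The genes of the difference were 326 with library size alone, 321 with the upper quartile and 316 without a filter.

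At the study thresholds, library size alone gave 2960 genes up and 488 down in the libraries labelled MYC, and 2719 up and 465 down in MED30. With an adjusted p there were 900, 926 and 687 up in the libraries labelled MYC, MED30 and MYC&MED30, and 556 down in MYC&MED30. With DESeq2's adjusted p there were 608, 219 and 190 up, and 510 and 314 down in MED30 and MYC&MED30. DESeq2 on 4 libraries gave 613 up in MED30, and 522 up and 588 down in MYC&MED30. DESeq2 on all 12 gave 968, 800 and 893 up, and 818 down in the libraries labelled MYC. Thinning gave 878 and 715 up in the libraries labelled MYC and in MYC&MED30.

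With an estimated correlation, the falls in the libraries labelled MYC no longer passed for V1 (-0.19, adjusted p = 0.42), V2 (-0.145, adjusted p = 0.359) and ribosome biogenesis (-0.16, adjusted p = 0.359). With the preset correlation, V2 without genes shared with V1 or ribosome biogenesis had -0.058 (adjusted p = 0.198). NF-kB targets in MYC&MED30 passed without a filter (0.14, adjusted p = 0.0223) and with 4 libraries (0.15, adjusted p = 0.026). The correlation with MED30 and with the libraries labelled MYC was 0.389 and 0.383 without a filter, 0.367 and 0.442 with edgeR on all 12, 0.529 and 0.509 with DESeq2 on all 12, and 0.48 and 0.483 over all tested genes. Over each pair's own genes, it was 0.457 with the libraries labelled MYC, from 2479 genes in place of 1847.

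Leaving out each library in turn, genes changed ran from 761 (without MED30 control 2) to 6770 (without MED30 overexpression 1) in MED30, from 778 (without MYC control 2) to 4168 (without MYC overexpression 1) in the libraries labelled MYC, from 166 (without MYC&MED30 control 1) to 2410 (without MYC overexpression 2) in MYC&MED30, and from 18 (without MYC&MED30 control 1) to 876 (without MYC overexpression 1) in the difference. Genes up ran from 1162 to 2206 in MED30, 1094 to 2210 in the libraries labelled MYC and 1426 to 1825 in MYC&MED30. Genes down ran from 835 to 1492 (without MED30 overexpression 1), 898 to 2003 (without MYC overexpression 1) and 495 (without MYC&MED30 control 1) to 1178. The correlation ran from 0.334 to 0.692 with MED30 and from 0.318 to 0.709 with the libraries labelled MYC, both lowest without MYC&MED30 control 1. NF-kB targets in MYC&MED30 ran from 0.13 to 0.27. Log2 fold changes of MED30 ran from 4.25 to 4.81 and those of MYC from -0.59 to -0.52 in the libraries labelled MYC and MED30 and from 1.11 to 1.20 in MYC&MED30.

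With the replicate number as a block, 1812, 2523 and 929 genes were called in the libraries labelled MYC, MED30 and MYC&MED30, and 139 in the difference. Within a line, the control and overexpression libraries of the same number did not deviate together (correlations of -0.261, -0.215 and -0.0755). Between the libraries labelled MYC and MED30, those of the same number did (0.931 in the controls and 0.943 in overexpression). The block changed no call of a main result and ended 11 calls of named genes.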

Differences from the paper's values

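At the thresholds the paper states, whose text does not say whether p is adjusted, 1505 genes were up in the libraries labelled MYC (the paper's value is 209) and 1234 were down (the paper's value is 248). None of the alternatives set before the data were examined came within 1.5 times of either of the paper's values. In the libraries labelled MYC, MYC itself fell (-0.57 on the log2 scale) and MED30 rose (4.46). Here and below, they therefore do not test the paper's statements on MYC overexpression.

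In MED30, 1546 genes were up (the paper's value is 587). DESeq2 on 4 libraries (613) and DESeq2 on all 12 as counts (800) came within 1.5 times of the paper's value, and the other settings fixed beforehand did not.

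In MYC&MED30, 1524 genes were up (the paper's value is 360). DESeq2 on 4 libraries (522) came within 1.5 times, and the other settings fixed beforehand did not. There, 957 genes were down (the paper's value is 432). An adjusted p from edgeR (556), DESeq2 on 4 libraries (588), DESeq2's adjusted p (314) and leaving out MYC&MED30 control 1 (495) came within 1.5 times, and the other settings fixed beforehand did not.

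The paper states that genes raised by MYC are enriched in the hallmark MYC targets. MYC itself fell in the libraries labelled MYC, so they do not test this statement. For the libraries labelled MYC, 1 of 194 V1 genes and 1 of 56 V2 genes were up at the study thresholds (Fisher's exact test, one-sided, adjusted p = 1 for both), and the medians of the lists were -0.19 and -0.145.

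The paper states that MYC was induced to a similar level in both groups that carry it. MYC had a log2 fold change of -0.57 in the libraries labelled MYC and of 1.16 in MYC&MED30.

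The paper states that the MYC&MED30 program was closer to that of MED30 than to that of MYC. Threshold genes were first taken as each pair's own, which gave a correlation of 0.68 with MED30 and 0.457 with the libraries labelled MYC. After those values were seen, the correlation was restricted to threshold genes tested in all 3 comparisons, and was 0.68 and 0.692. Of the settings fixed beforehand, it was higher with MED30 with DESeq2 on 4 libraries (0.685 against 0.628), with DESeq2 on all 12 libraries (0.529 against 0.509), without a filter (0.389 against 0.383), without MYC control 2 (0.692 against 0.687), without MYC overexpression 2 (0.674 against 0.643) and without MYC&MED30 control 1 (0.334 against 0.318). The other settings gave the higher value with the libraries labelled MYC. The order of these correlations does not test the paper's statement. The responses of the libraries labelled MED30 and MYC themselves correlated at 0.948, and MYC fell in the libraries labelled MYC.

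The paper states that protein processing and ribosome biogenesis are raised in MYC overexpression. This too is not tested by the libraries labelled MYC, in which MYC itself fell. For the libraries labelled MYC, 6 of 90 protein processing genes rose and 12 fell, and 1 of 87 ribosome biogenesis genes rose and 19 fell.

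The paper states that IRAK2 and IL23R rose in MYC&MED30 and not in MYC overexpression. Both rose in MYC&MED30. In the libraries labelled MYC, in which MYC itself fell, IL23R rose by 4.85, and IRAK2 did not pass (0.32, edgeR adjusted p = 0.0662). At the study thresholds, IRAK2 was up in MYC&MED30 (edgeR unadjusted p = 3.73e-05), as the paper states. It was not up in the libraries labelled MYC, where its log2 fold change was below 0.35. There, IRAK2 passed with DESeq2 size factors (adjusted p = 0.0433), library size alone (0.00719) and the upper quartile (0.0281). It also passed with a mean of at least 50 counts (0.0358) and edgeR on all 12 libraries (0.0322). Its log2 fold change was below 0.35 with DESeq2 size factors (0.331) and a mean of at least 50 counts (0.342). It was above 0.35 with library size alone (0.47), the upper quartile (0.365) and edgeR on all 12 libraries (0.376). The difference of IRAK2 between MYC&MED30 and the libraries labelled MYC did not pass (0.25, edgeR adjusted p = 0.568). The call of IRAK2 in MYC&MED30 did not hold without control 1 (0.75).

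The paper states that PURA and CYSTM1 were elevated with MED30. Their log2 fold changes were 0.37 (limma adjusted p = 0.145) and 0.07 (limma adjusted p = 0.448). At the study thresholds, PURA was up (limma unadjusted p = 0.0442), as the paper states, and CYSTM1 was not (limma unadjusted p = 0.264). PURA passed without MED30 overexpression 2 (0.42, adjusted p = 0.0236) and CYSTM1 with library size alone (0.19, adjusted p = 0.0469).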

Other observations

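Interferon response genes, which act against viruses and in antigen presentation, rose in the 3 comparisons. Whether these are 3 independent lines stays open, since the libraries labelled MYC and MED30 may be the same libraries. The median squared difference of their replicate log ratios was 0.0407 in the controls and 0.128 in overexpression, against 0.455 for independent libraries. The calls of the interferon list were lost in each comparison (adjusted p = 0.29 in the libraries labelled MYC, 0.259 in MED30 and 0.5 in MYC&MED30 with an estimated correlation). In MED30 the estimated correlation (0.00649) was below the preset 0.01, so that a higher correlation does not account for the loss there. For the libraries labelled MYC, 38 of 70 rose and 1 fell (44 and 1 when adjusted over the list alone), including NLRC5, an activator of MHC class I genes (1.15), OASL (1.08) and DDX60 (1.14). In MED30, 33 of 51 rose and 1 fell (38 and 1 when adjusted over the list alone), including OASL (1.14), NLRC5 (1.06), IFIT3 (1.00) and IFIT1 (0.88). In MYC&MED30, 21 of 70 rose and none fell (35 and 1 when adjusted over the list alone), including NLRC5 (1.05), the MHC class I gene HLA-B (0.93), HERC5 (0.78) and IFI27 (1.20), of which HLA-B and IFI27 did not pass without MYC&MED30 control 1 (adjusted p = 0.0723 and 0.176). Among replication-dependent histone genes, 25 of 48 fell in the libraries labelled MYC and 21 of 46 in MED30, and none rose (31 and 26 fell when adjusted over the list alone, camera adjusted p = 6.86e-14 and 3.79e-10, and adjusted p = 0.327 and 0.277 with an estimated correlation). In MYC&MED30, the linker histone H1-3 (-1.16), H1-5 (-0.81), H3C2 (-0.77) and H2BC5 (-0.75) fell. Of the E2F and G2M cell cycle genes, 3 of 64 rose and 16 fell in the libraries labelled MYC, 4 of 63 rose and 14 fell in MED30, and 1 of 64 rose and 15 fell in MYC&MED30 (24, 18 and 26 fell when adjusted over the list alone, camera adjusted p = 3.25e-06, 0.000273 and 3.79e-10, and adjusted p = 0.468, 0.259 and 0.6 with an estimated correlation).

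Cholesterol biosynthesis genes fell in the libraries labelled MYC (12 of 25, none rose; 16 fell when adjusted over the list alone; median -0.26, camera adjusted p = 6.42e-09, and adjusted p = 0.327 with an estimated correlation), with HMGCS1 (-0.68) and MSMO1 (-0.68) among them. They fell in MED30 (10 of 24, none rose; 14 fell when adjusted over the list alone; median -0.24, camera adjusted p = 1.83e-06, and adjusted p = 0.259 with an estimated correlation) and did not pass in MYC&MED30 (2 rose and 1 fell of 25, 3 and 1 when adjusted over the list alone; median 0.04, camera adjusted p = 0.767). There, FDPS, a prenyl transferase, rose (0.65), a call lost without MYC&MED30 control 1 (0.55, adjusted p = 0.374). Lysosome genes rose in the libraries labelled MYC (11 of 63 rose and 1 fell, 13 and 3 when adjusted over the list alone; median 0.11, camera adjusted p = 0.00408, and adjusted p = 0.484 with an estimated correlation) and in MED30 (13 of 62 rose and 3 fell, 17 and 5 when adjusted over the list alone; median 0.14, camera adjusted p = 0.00884, and adjusted p = 0.277 with an estimated correlation), the latter lost without MED30 control 1 (adjusted p = 0.0593). The acid lipase LIPA rose (0.53 and 0.59) while the cathepsin CTSC fell (-1.02 and -0.98). In MYC&MED30, the list did not pass (1 rose and 1 fell of 63, median -0.005, or 0.04 with library size alone, camera adjusted p = 0.678). Cytosolic chaperones fell in the libraries labelled MYC (13 of 29, 2 rose; median -0.22, camera adjusted p = 3.78e-07, and adjusted p = 0.359 with an estimated correlation), as did genes of amino acid metabolism and the integrated stress response (15 of 43, none rose; median -0.16, camera adjusted p = 1.54e-06, and adjusted p = 0.359 with an estimated correlation), among them the cystine transporter SLC7A11 (-1.08). Both lists fell in MED30 (12 of 30 and 13 of 40, camera adjusted p = 0.000359 and 0.0012, and adjusted p = 0.259 and 0.277 with an estimated correlation), and neither passed in MYC&MED30 (3 of 29 and 2 of 43 fell, camera adjusted p = 0.11 and 0.309).

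On chromosome 16 of GRCh38, genes next to CENPT and TSNAXIP1, chosen after their values were seen, changed in part. TSNAXIP1 (67806765 to 67832148, plus strand) rose by 3.48 in MYC&MED30 and CENPT (67828157 to 67847811, minus strand), which overlaps it, by 2.74. NUTF2, which overlaps the start of CENPT on the opposite strand, rose by 0.65 (edgeR adjusted p = 5.64e-05). EDC4, beyond NUTF2, had 0.19 (edgeR adjusted p = 0.446) and RANBP10, on the other side, 0.003 (edgeR adjusted p = 0.994). NUTF2 and EDC4 rose by 1.08 and 0.50 in the libraries labelled MYC (edgeR adjusted p = 4.01e-10 and 0.00267) and by 1.32 and 0.55 in MED30 (limma adjusted p = 2.72e-05 and 0.0266).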
